# Extended disordered regions of ribosome-associated NAC proteins paralogs belong only to the germline in *Drosophila melanogaster*

**DOI:** 10.1038/s41598-022-15233-3

**Published:** 2022-07-01

**Authors:** Galina L. Kogan, Elena A. Mikhaleva, Oxana M. Olenkina, Sergei S. Ryazansky, Oxana V. Galzitskaya, Yuri A. Abramov, Toomas A. Leinsoo, Natalia V. Akulenko, Sergey A. Lavrov, Vladimir A. Gvozdev

**Keywords:** Cell biology, Developmental biology

## Abstract

The nascent polypeptide-associated complex (NAC) consisting of α- and β-subunits is an essential ribosome-associated protein conserved in eukaryotes. NAC is a ubiquitously expressed co-translational regulator of nascent protein folding and sorting providing for homeostasis of cellular proteins. Here we report on discovering the germline-specific NACαβ paralogs (gNACs), whose β-subunits, non-distinguishable by ordinary immunodetection, are encoded by five highly homologous gene copies, while the α-subunit is encoded by a single *αNAC* gene. The gNAC expression is detected in the primordial embryonic and adult gonads via immunostaining. The germline-specific α and β subunits differ from the ubiquitously expressed paralogs by the extended intrinsically disordered regions (IDRs) acquired at the N- and C-termini of the coding regions, predicted to be phosphorylated. The presence of distinct phosphorylated isoforms of gNAC-β subunits is confirmed by comparing of their profiles by 2D-isoeletrofocusing resolution before and after phosphatase treatment of testis ribosomes. We revealed that the predicted S/T sites of phosphorylation in the individual orthologous IDRs of gNAC-β sequences of *Drosophila* species are positionally conserved despite these disordered regions are drastically different. We propose the IDR-dependent molecular crowding and specific coordination of NAC and other proteostasis regulatory factors at the ribosomes of germinal cells. Our findings imply that there may be a functional crosstalk between the germinal and ubiquitous α- and β-subunits based on assessing their depletion effects on the fly viability and gonad development.

## Introduction

The evolutionary conservative NAC (nascent polypeptide associated complex consisting of α and β subunits) interacts with translating ribosomes and functions as a ubiquitous ATP-independent chaperone in eukaryotes^1,2^. It is suggested that the majority of translating ribosomes are associated with NAC^3,4^. NAC is involved in co-translational protein folding^5^ and delivery of mitochondrial precursor proteins^6^. Recently, new mechanistic insights were achieved in the studies of NAC-β subunit function by the demonstration that N-terminal of NAC-β subunit is able to be inserted deeply into the ribosomal tunnel, close to polypeptide transferase center, to sense nascent polypeptide^7^. The sensing NAC-β ability is coupled with its flexibility and conformational switches that either activate or prevent its alternative associations with the translocon complex of the endoplasmic reticulum (ER) or signal recognizing particle (SRP). These conformational changes of flexible NAC structure are suggested to regulate correct protein sorting for membrane components or secretion. NAC modulates protein transmission to ER lumen or cytosol, ensuring a specific co-translational protein biogenesis pathway^1–3,8^.

Here we have focused on the specific paralogs of NAC-β and NAC-α proteins expressed in the germ cells in *D. melanogaster*. Earlier, for the first time to our knowledge, we have discovered the expression of tissue specific NAC subunit in eukaryotes, detecting testis-specific amplified *βNAC* paralogs designated as the *βNACtes* genes (see FlyBase.org data and^9^). The amplified *βNACtes* genes were found in the genomes of sister species, *D*. *melanogaster* and *D*. *simulans,* but not in the closely related *D*. *yakuba*^9^. The generation of rat anti-NACtes Abs allowed us to reveal exclusively germinal, mostly spermatocyte expression of the *βNACtes* genes^10^. Here we further extended these studies by detecting the germinal NAC-α subunit as a product of the unique gene *CG4415* in the *D. melanogaster* genome thus proving the existence of the germline specific heterodimeric NAC-αβ, gNACs. We also showed that both germinal α- and β-subunits differ from ubiquitously expressed paralogs by the acquirement of extensive intrinsically disordered regions (IDRs), primarily at the N- and C-ends, respectively. The IDRs are known to be important chaperone functional regions^11,12^ and their significant length increase in gNAC may indicate a complex role for IDRs in the detection of conformational switches of clients in germ cells. Albeit functions of gNAC are still mysterious, it is believed that acquired extended IDRs are generally prone to extensive post-translational modifications (PTMs)^13^ as well as to the implementation of protein–protein interactions^14^. IDRs include various PTM sites involved in different regulatory pathways including cell fate and differentiation determination^15^ and characterized be the accelerated evolutionary diversification^16^. Disruption of disordered regions interactions ensuring protein–protein communications was shown to be resulted in the profound disturbances of regulatory processes^17^.

The germinal βNAC subunit was shown to be accumulated in ribosomes^10^. The 2D-electrophoresis with isoelectric focusing of testis ribosomal extract followed by specific immunostaining revealed a set of resolved spots of gNAC-β isoforms. The phosphatase treatment diminished the negative charges of these isoforms, indicating the presence of predicted gNAC-β phosphorylation.

## Results

### Detection of the germ cell-specific α- and β-paralogs forming the heterodimeric germinal NAC

Earlier, we have annotated five testis expressed paralogs of the ubiquitously expressed β-subunit of the *NAC* (*bic*) gene^9^. These paralogs are represented by two pairs of adjacent genes in the 12E8-9 region of X-chromosome of *D. melanogaster* (Flybase.org and^18,19^) and a single gene outside the 12E2 region^18,20^. The gene *CG4415* (located at the tip of 2L chromosome, the 21E3 region) encodes α-NAC subunit and was shown to be expressed in the embryonic gonads (Fisher et al. 2012, Flybase^19^). Moreover, a network analysis of protein–protein interactions using the STRING database (v. 10.5)^21^ (https://string-db.org/) indicated that NAC-βtes4 protein can possibly interact with *CG4415* gene product (NAC-α subunit). To directly demonstrate the heterodimerization of the putative germinal α-NAC and β-NACtes subunits, we performed co-transfection of S2 somatic *D. melanogaster* cells lacking the expression of germinal β-subunit with two plasmids encoding the Flag-tagged gNAC-β (NAC-βtes4) and HA-tagged gNAC-α subunits. The complete colocalization of FLAG-gNAC-β and HA-gNAC-α proteins point to the formation of germinal gNACαβ-heterodimer (Fig. 1a). The putative heterodimer was immunoprecipitated using anti-FLAG or anti-HA Abs and subsequent WB-analysis confirmed the predicted interaction of FLAG-gNAC-β and HA-gNAC-α subunits (Fig. 1b).

**Figure 1:**
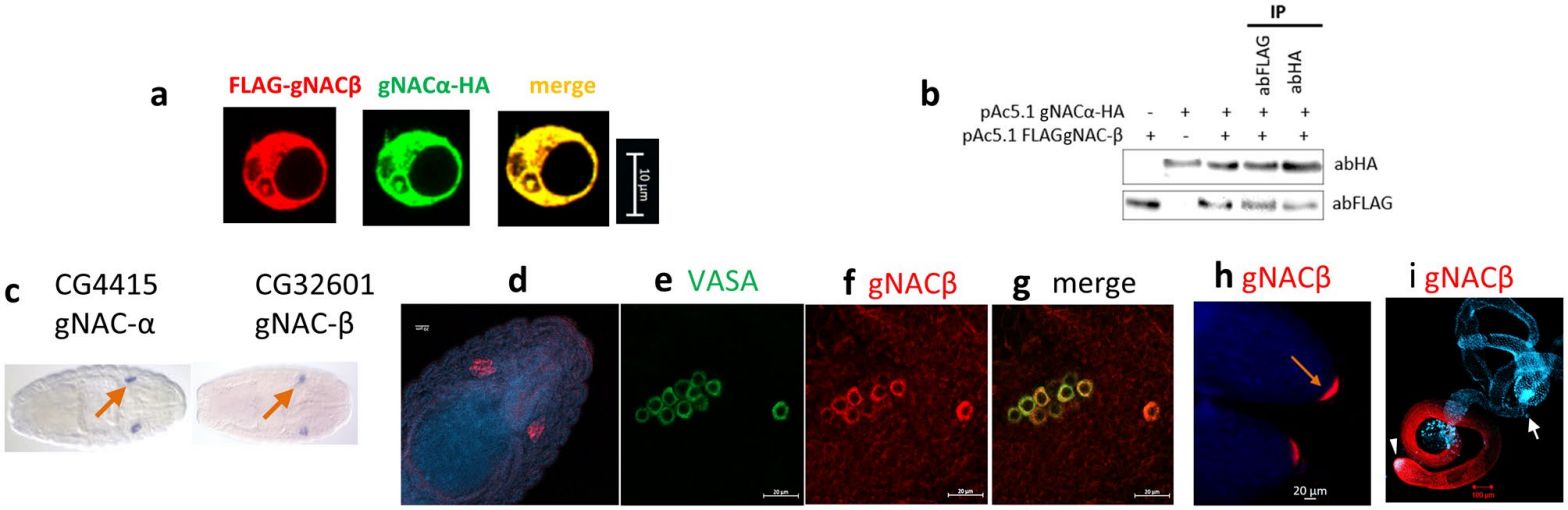
Detection of gNAC-α/gNAC-β heterodimer in S2 cells and gNAC-β in embryos. (**a**) Transfecting S2 cells to express pAc5.1 gNAC-αHA and pAc5.1 FLAGgNAC-β plasmids encoding the corresponding NAC subunits. (**b**) Generation and detection of gNAC after Western-blot analysis of heterodimers immunoprecipitated by abFLAG and abHA and detected using the same abs. (**c**) FISH-hybridization to detect *CG4415* and *CG32601* genes expression in the 14th stage embryos (from BDGP in situ homepage, https://insitu.fruitfly.org). (**d**) gNACβ immunostaining of primordial gonads; (**e–g**) migrating primordial gonadal cells, VASA (germ cell marker) and gNACβ colocalization. (**h**) Oocytes, late stages of oogenesis, gNAC-β accumulation at the posterior poles of oocytes (arrow). (**i**) Strong staining of testis spermatocyte, gNAC-unstained somatic accessory gland (DAPI stained, arrow) and testis tip (arrowhead). Original blots for (**b**) in Expanded file 1 in Supplementary.

The *CG4415* gene transcripts were detected in the embryonic primordial gonads by in situ hybridization (Fig. 1c, from BDGP in situ homepage), and we revealed the presence of the βNACtes protein in the germline tissues of embryos by immunostaining with βNACtes Abs (Fig. 1d–i). The gNAC-α mRNA and βNACtes subunits similarly distributed in the primordial embryonic gonad (Fig. 1c,d) allowed us to further use the gNAC designation for heterodimeric germline specific NAC proteins, containing a single definite germinal NAC-β subunit, earlier termed as βNACtes^10^ and the newly detected gNAC-α subunit. The clusters of embryonic germinal cells migrating to primordial somatic gonadal cells were detected using immunostaining for the germinal VASA marker and the gNAC-β (Fig. 1e–g). In accordance with our earlier observation^10^, we found the strong gNAC-β expression in testis spermatocytes, but not in somatic testis accessory glands (Fig. 1h, arrow) as well as gNAC-β accumulation at the late stage of oogenesis in the germ plasm at the posterior pole of the mature egg (Fig. 1i)^22,23^.

### The germinal α- and β-subunits are enriched with IDRs

Studying the conformation of the ubiquitously expressed NAC from *Caenorhabditis elegans* revealed its remarkable flexibility ensuring its ability to bind various protein substrates, irrespective of whether they are folded or intrinsically disordered^24^. Discovering of the germline paralogs of both NAC subunits prompted us to compare the predicted conformational flexibility of their sequences with ubiquitous paralogs by assessing the IDRs outside the folded NAC domains known to handle αβ dimerization. The profiles of the disordered regions were obtained with the IsUnstruct program^25,26^, the order–disorder profiles of NAC containing polypeptides were predicted by AlphaFold^27,28^ (Fig. 2). Two additional programs, PONDR_FIT^29^ and IUPred2long^30^, yielded similar results thus demonstrating a good agreement for all three programs (Figure S1). Both ubiquitous and germinal α-subunits contain the folded NAC-domain and the ubiquitin-activated domain (UBA), which was recently shown to be the SRP interactor, stabilizing the co-binding of SRP and NAC on the signal-sequence displaying ribosomes^8^. The germinal α-subunit has an approximately three-fold increase in IDR length at the N-terminus compared with the ubiquitous paralog (Fig. 2a,b). The ubiquitous β-subunit carries a conserved motif at the N-terminus of the ribosome associated region being positively charged^1^ and the NAC dimerizing domain, while germinal paralog preserving this charged motif has a more than a twofold increase in the IDR length at the C terminus compared to the ubiquitous paralog (Fig. 2c,d). Thus, a significant difference in amino acid sequence patterns between the germinal and ubiquitous subunits lies in the extensions of germinal-specific IDR lengths (Fig. 2a–d). Notably, the positively charged sequence of the N terminus of the NAC-β subunit from *C. elegans* was recently shown to be responsible not only for ribosome binding but also, being unstructured, has the ribosome independent chaperone activity^31^.

**Figure 2:**
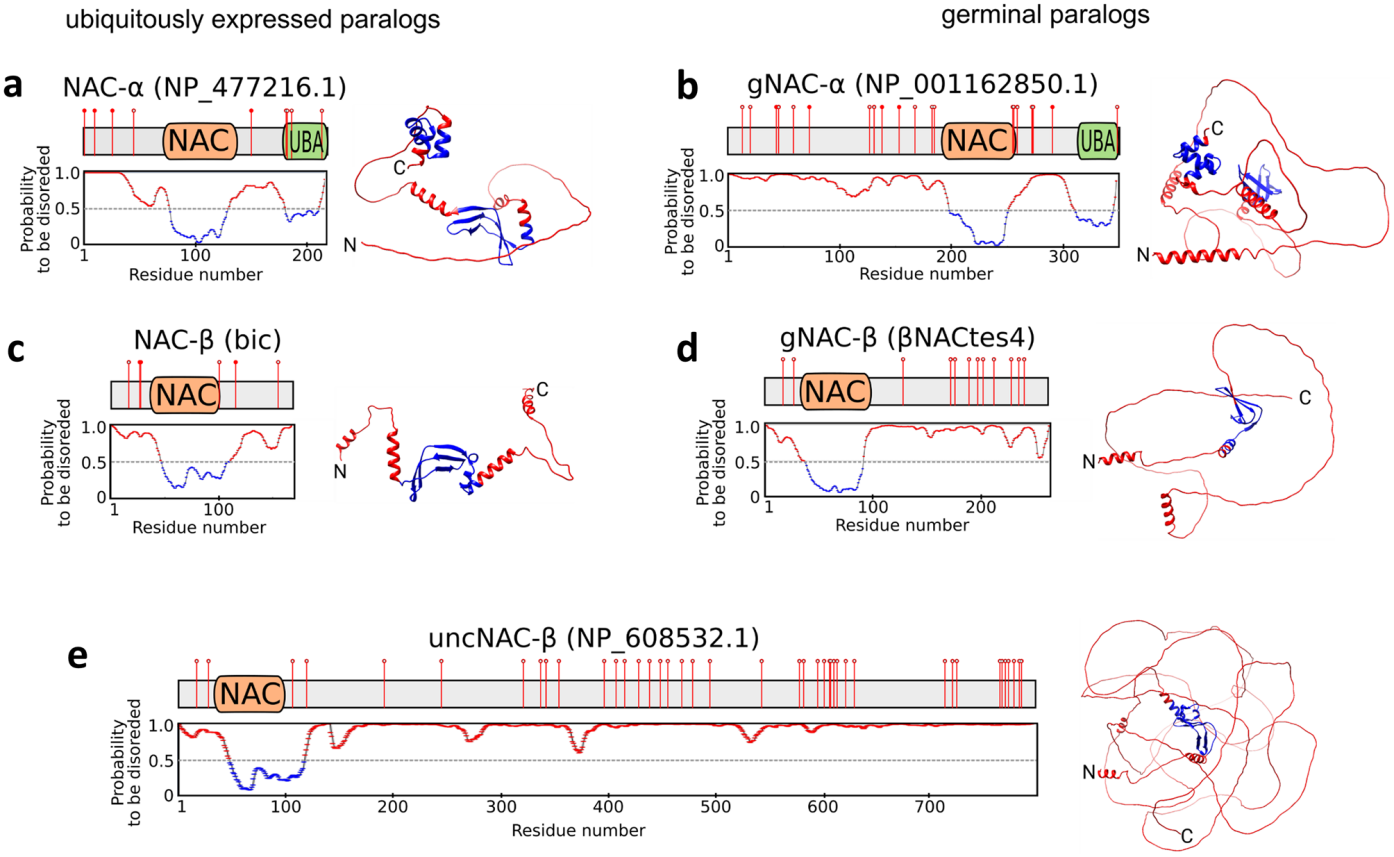
Order–disorder profiles of NAC containing polypeptides with corresponding predicted AlphaFold structures. AlphaFold^27,28^ red and blue colors mark the degree of uncertainty of predicted structure, reflecting the degree of disorderness. The ELM predicted phosphosites are marked by red circle lollipops, sites predicted by ELM^33^ and confirmed using iProtein DB^34^ are marked by filled red circles. (**a**) NAC-α, (**b**) gNAC-α, (**c**) NAC-β, (**d**) gNAC-β, (**e**) uncNAC-β.

Phosphorylation is regarded as one of the most common types of PTM in long (> 100 aa) IDRs^32^. We used ELM^33^ (eukaryotic linear motif resource for functional sites in proteins, http://elm.eu.org) and iProteinDB^34^ (integrative Database of Drosophila Post-translational modifications) to predict phosphosites and docking motifs for protein kinases along the gNAC-β and gNAC-α sequences compared with the ubiquitous paralogs (Fig. 2a–d), as well as for several distinct gNACβ paralogs (Figs. 2, 3). This analysis showed that IDRs in all analyzed proteins are predicted to have numerous putative phosphosites for *Drosophila* protein kinases (Fig. 2). We also traced the diversity of the predicted phosphosites (Fig. 3) by comparing four highly homologous copies of gNAC-β gene^9^. The gNAC-β (tes4) demonstrated the emergence of a phosphosite within the newly acquired amino acid stretch and the acquisition of the adjacent phosphosite. At the same time, two phosphosites were lost from the very gNAC-βtes4 C terminus, compared to the other three copies.

**Figure 3:**
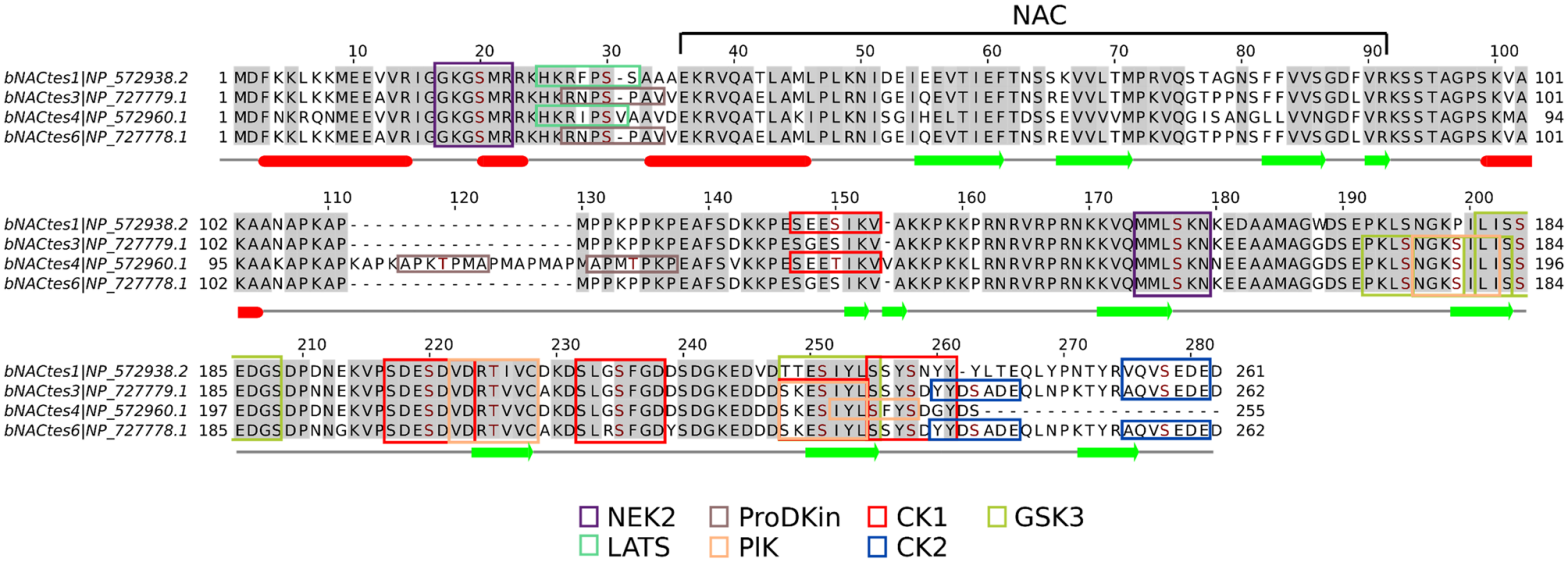
Predicted phosphosites in IDRs of the gNACβ subunits. Docking sites for various Ser-Thr protein kinases (CK1, CK2, NEK2, LATS, ProDKin, PIK and GSK3-Ser) are indicated; X-linked paralogs of *D. melanogaster* (Flybase.org, ELM Database^33,34^, α-helices and β-sheet regions are designated with red bars and green arrows, respectively.

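RNA associated with testis ribosomes of Drosophila melanogaster was sequenced by the authors in 5 libraries. Ribosomes were pelleted from extracts of 1000 testes of the Batumi strain, and part of each ribosome extract was taken as total ribosomes. The other part was immunoprecipitated with antibodies to βNACtes, the germinal β-subunit of the nascent polypeptide associated complex (NAC), which selects ribosomes carrying this subunit. In the labels, 3 libraries are βNACtes IP and 2 are total ribosomes. The authors deposited a single table with 1 mean value per gene for each of the 2 groups and the log2 of their ratio. Values of single libraries were not analysed here, so no replicate error can be given for any transcript abundance and no test between libraries was possible. The depth of the libraries is unknown for the same reason.

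The table names no unit. Each value multiplied by the exonic length of its gene in kilobases sums to 1098119 over all genes in the βNACtes IP and to 1098789 in total ribosomes, whereas the plain sums are 802728 and 1435535, so the values are treated as FPKM (fragments per kilobase, scaled by library size). All values of total ribosomes are means of 2 numbers with 2 decimals. The table lists 12847 genes, of which 233 are listed at 0 in the βNACtes IP and 1837 in total ribosomes. To express abundance in TPM (length-normalized share of transcripts), each FPKM value was divided by the sum of its column, which makes the columns comparable in sum. Of the identifiers, 98.9% matched genes of the Ensembl release 115 annotation of the BDGP6 genome, which gave coordinates and exonic lengths. No mitochondrially encoded or rRNA genes are listed. How the authors aligned the reads and divided those that match several paralogs is not named for this table in the text of the paper. The paper's methods name Salmon with the R6.22 transcripts for the abundances of testis-specific NACs.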

Prior to directly demonstrating paralog phosphorylation, we performed a rough evaluation of the abundances of their transcripts using testis polyA mRNA NGS sequencing. We estimated the abundances of paralogous gNAC-β mRNAs, which turned out to be comparable, showing slightly higher abundances for the βNACtes3, 4 and 6 (the abundances of the corresponding mRNAs in TPM are as follows: tes4 (19.8), tes3 and tes6 (15.9), tes1 and 2 (equal, 7.5), tes 5, pseudogene, (1.0)). 

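The genes of the βNACtes paralogs lie on the X chromosome of the BDGP6 genome. βNACtes1 (FBgn0030538) extends from 14171487 to 14172624 on the minus strand. βNACtes2 (FBgn0030563, from 14314623 to 14315583) and βNACtes6 (FBgn0052598, from 14316130 to 14317150) are neighbours on the minus strand, separated by 546 bp. βNACtes3 (FBgn0052601, from 14378806 to 14379826) and βNACtes4 (FBgn0030566, from 14380351 to 14381416) are neighbours on the plus strand, separated by 524 bp. Each of these 5 genes has 2 exons in the annotation, and the coding sequence lies within the longer one. βNACtes5 (FBgn0262163, from 15576355 to 15576964, plus strand) is annotated as a pseudogene with 1 exon, and its abundance was not analysed here.

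**Figure D1:**
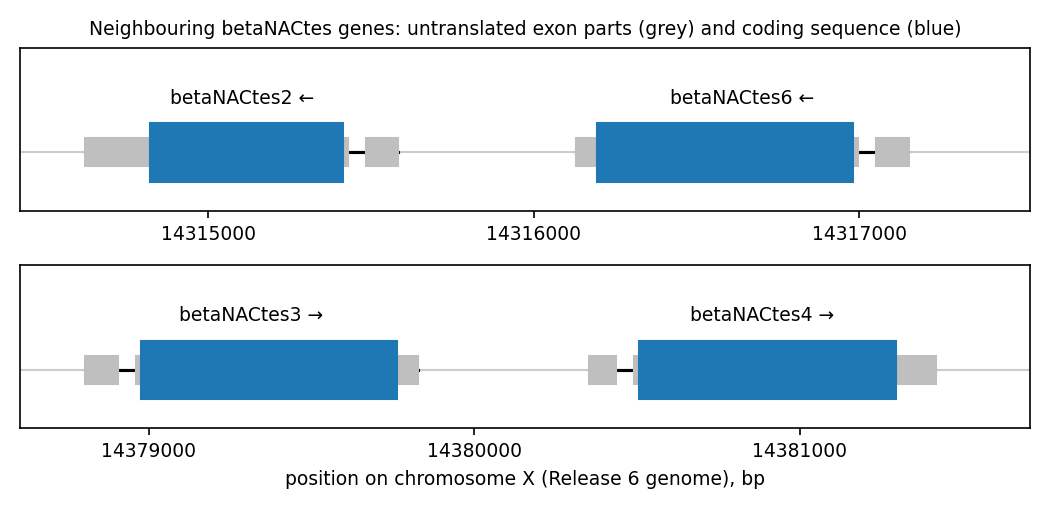
Map of the 2 pairs of neighbouring βNACtes genes on the X chromosome (position in bp). Blue boxes are coding sequence, grey boxes are untranslated parts of exons, black lines are introns and arrows give the direction of transcription; the gaps between the genes are 546 bp in the upper map and 524 bp in the lower one.

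In total ribosomes the authors' mean was 17.6 FPKM for βNACtes4, 15.2 FPKM for βNACtes3, 6.94 FPKM for βNACtes1, 6.48 FPKM for βNACtes6 and 3.80 FPKM for βNACtes2. These values correspond to 12.3 TPM for βNACtes4, 10.6 TPM for βNACtes3, 4.83 TPM for βNACtes1, 4.51 TPM for βNACtes6 and 2.64 TPM for βNACtes2. The highest paralog was 4.65 times the lowest, βNACtes4 was 1.16 times βNACtes3, βNACtes3 was 2.35 times βNACtes6 and βNACtes1 was 1.83 times βNACtes2. The mean of βNACtes3, βNACtes4 and βNACtes6 was 2.44 times the mean of βNACtes1 and βNACtes2. With 1 mean per group, none of these ratios can be compared with the spread between replicates.

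In the βNACtes IP the authors' mean was 15.9 FPKM for βNACtes4, 8.26 FPKM for βNACtes2, 4.77 FPKM for βNACtes1, 2.89 FPKM for βNACtes3 and 1.05 FPKM for βNACtes6. Of the settings tried, this choice of libraries moved βNACtes2, βNACtes3, βNACtes4 and βNACtes6 most. βNACtes2 was 10.3 TPM and βNACtes6 was 1.31 TPM when the βNACtes IP was used in place of total ribosomes, and the mean of βNACtes3, βNACtes4 and βNACtes6 was then 1.01 times that of βNACtes1 and βNACtes2. βNACtes4 had the highest value in both groups. The proteins of βNACtes3 and βNACtes6 are identical at 259 of 262 positions. Their nucleotide sequences were not compared here. The 3′ end of βNACtes1 overlaps the exons of CG12480 on the other strand by 59 bp, and this gene is listed at 0 in total ribosomes. The paper estimated the abundances with Salmon and states that the paralog mRNAs were comparable, with slightly higher abundances for βNACtes3, 4 and 6, as a rough evaluation that precedes its tests of phosphorylation.

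**Figure D2:**
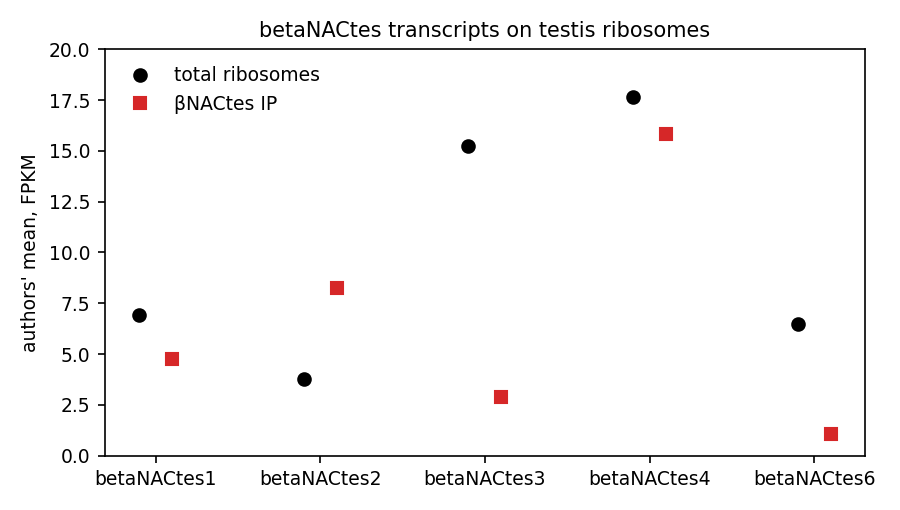
Transcript abundance of the 5 βNACtes paralogs (authors' mean, FPKM, linear axis) in total ribosomes (black circles) and in the βNACtes IP (red squares). Each symbol is 1 mean with no error; βNACtes4 is highest in both groups (17.6 and 15.9 FPKM), and βNACtes3 and βNACtes6 are lower in the βNACtes IP than in total ribosomes.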

We checked whether gNAC proteins are phosphorylated in vivo. We performed 2D electrophoresis, using isoelectrofocusing in the first direction and revealed, by immunodetection, the extremely heterogeneous profile of the gNACβ proteins in the extracts of testis ribosomes. The observed pI range of the major spots of gNAC-β proteins is positioned in pI region 6.5–8, which is significantly lower than the theoretically predicted basic pI value 9.15–10 for the distinct NACβtes proteins (from Polypeptide Report of the Flybase). Correspondingly, the phosphatase treatment of the ribosomal extract resulted in the vanishing of spots from the more acidic region and drastic shifts of the gNAC-β spots for the distinct NAC-β germinal paralogs toward the alkaline pI values (Fig. 4a,b). This phosphatase-dependent diminishing of the spots concerns a more acidic pI region demonstrating the phosphorylation of gNAC-β subunits. The number of the detected spots (at least nine) is higher than the number of expressed paralogs (five), indicating dynamics in the alternatively phosphorylated states of the given germinal paralog.

**Figure 4:**
gNAC-β isoform spots from testis ribosomes. **(a)** Before and (**b**), after alkaline phosphatase treatment, showing spots vanishing or shifting to a region with a higher pI. Full blots in Expanded files 2, 3 in Supplementary.

### Functional crosstalk between the ubiquitous and germinal subunits of NAC

To determine whether the ubiquitous and germinal NAC subunits are functionally interchangeable, in particular, whether the NAC-α/gNAC-β chimeric heterodimer can perform at least some of the diverse functions of the ubiquitous αβNAC, we evaluated the ability of the ectopic expression of gNAC-β subunit to rescue the lethal mutation of the *bic*^20^, which encodes the ubiquitously expressed NAC-β subunit. Fly strains with the genomic insertions of transgene encoding gNAC-β driven by the actin5C promoter were generated and checked whether these transgenes are able to suppress the lethal effect of the null *bic*^*1*^ gene mutation^20^ (Fig. 5). The transgene insertions into chromosomes 2 (T2) and 3 (T3) were shown to provide high and medium levels of gNAC-β expression, respectively, as assessed by WB analysis (Fig. 5a). The T3 showed no visible suppressive effect (Fig. 5b), while T2 ensured the survival of up to 30% of fertile individuals. We put forward that gNAC-β protein carrying the additionally acquired C terminus IDR sequence is able to perform some functions of the ubiquitous NAC-β subunit in the chimeric NAC-α gNAC-β heterodimer. We also identified the role of the ubiquitous NAC-α subunit in determining gonad development and maintaining fertility. The separate germinal RNAi KD of the ubiquitous *NAC-α* or germinal *NAC-α* exert no visual phenotypes, while combination of both KDs led to a strong disturbance of gonad development and infertility (Fig. 6c,d, see legend) without affecting fly viability. The obtained results correlate well with the STRING database presenting protein–protein interaction network encompassing the NAC domain carrying proteins.

**Figure 5:**
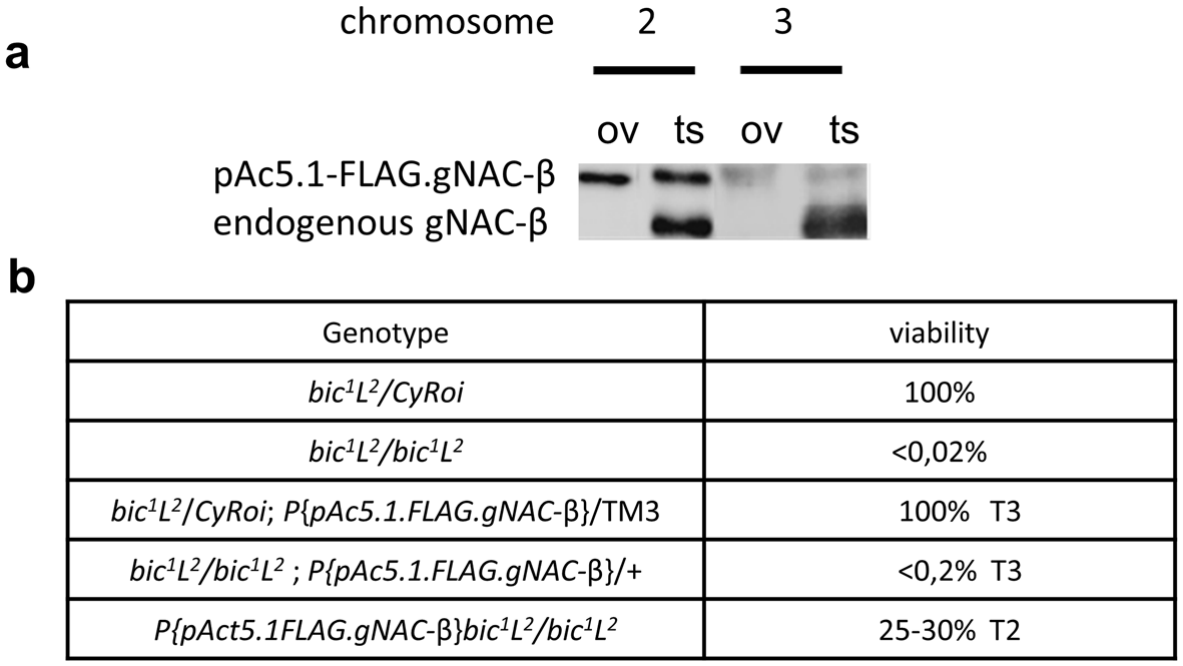
The lethal phenotype of the *bic1* mutation caused by the loss of the ubiquitously expressed NAC-β is rescued by ectopic gNAC-β expression. (**a**) Western blot expression analysis of FLAGgNAC-β transgenes (T2 and T3) inserted into chromosome 2 or 3, respectively. (**b**) Relative viability of the genotypes demonstrating transgene T2-induced suppression effect. Full blot for (**a**) in Expanded file 4 in Supplementary.

**Figure 6:**
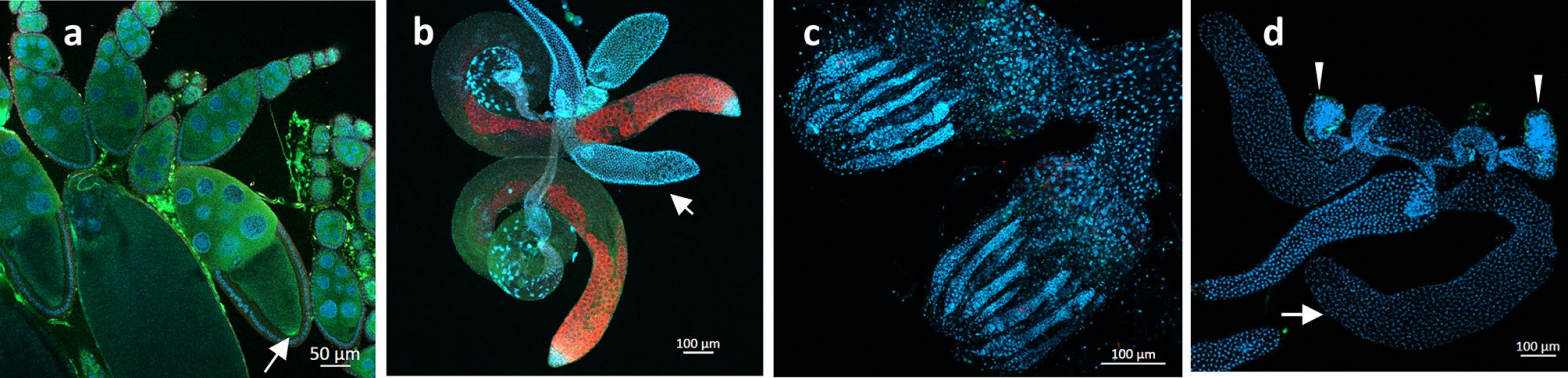
Germinal-specific siRNAi simultaneous knockdowns of both germinal and ubiquitous NACα disrupt the development of testis and oogenesis leading to complete infertility. DNA is stained with DAPI (blue), gNACβ (red), VASA (green). (**a**) Normal ovaries, the arrow indicates stage 9 of oogenesis and VASA expression in the nurse cells and posterior oocyte pole. (**b**) Normal testis, gNACβ immunostaining of spermatocytes, unstaining of somatic accessory glands (arrow) and seminal vesicles. **(c**,**d)** Adult ovaries and testes, images of double germinal knockdowns of germinal *(gNACα*) and ubiquitous *(ubNACα) NACα* genes using *nos-Gal4* > *UAS-gNACα-ubNACα-RNAi. *(**c**) The image of double germline knockdowns in ovaries showing DAPI stained somatic residues of elongated ovarioles lacking germinal cells. (**d**) Elimination of germinal cells and testes, the arrow points to the accessory gland, the arrowhead points to testis somatic remnant.

### The germinal and ubiquitous NAC paralogs in the genomes of related species

The evolutionary origins of paralogous ubiquitous and germinal pairs of NAC proteins merit attention not only because germinal paralogs acquire IDRs but also because there is a specific «functional crosstalk» between the germinal and ubiquitous paralogs. The latter contributes to the ongoing debates concerning the evolution of paralogs, especially those capable of forming heterodimers^35^. We constructed the phylogenetic tree of 69 *Drosophilidae* species whose genomic assemblies were downloaded from the NCBI. The assemblies were subjected to BUSCO analysis^36^ to identify universal single copy orthologs followed by their multiple alignments and the construction of the phylogenetic tree of *Drosophila* species. The generated phylogenetic tree (Fig. 7) is in good agreement with those previously reported (e.g. «*Drosophila* 25 Species Phylogeny» 2017 Dataset posted on 28.09.2017). We found that the genomes of all mentioned species from the *Sophophora* subgenus, diverged from a common ancestor ~ 27 Mya, encode both the ubiquitously and germinal-expressed NAC-α as well as the ubiquitous NAC-β genes, whereas the amplified *gNAC-β* genes are found in the *melanogaster* group genomes*,* but not in *obscura* group.

**Figure 7:**
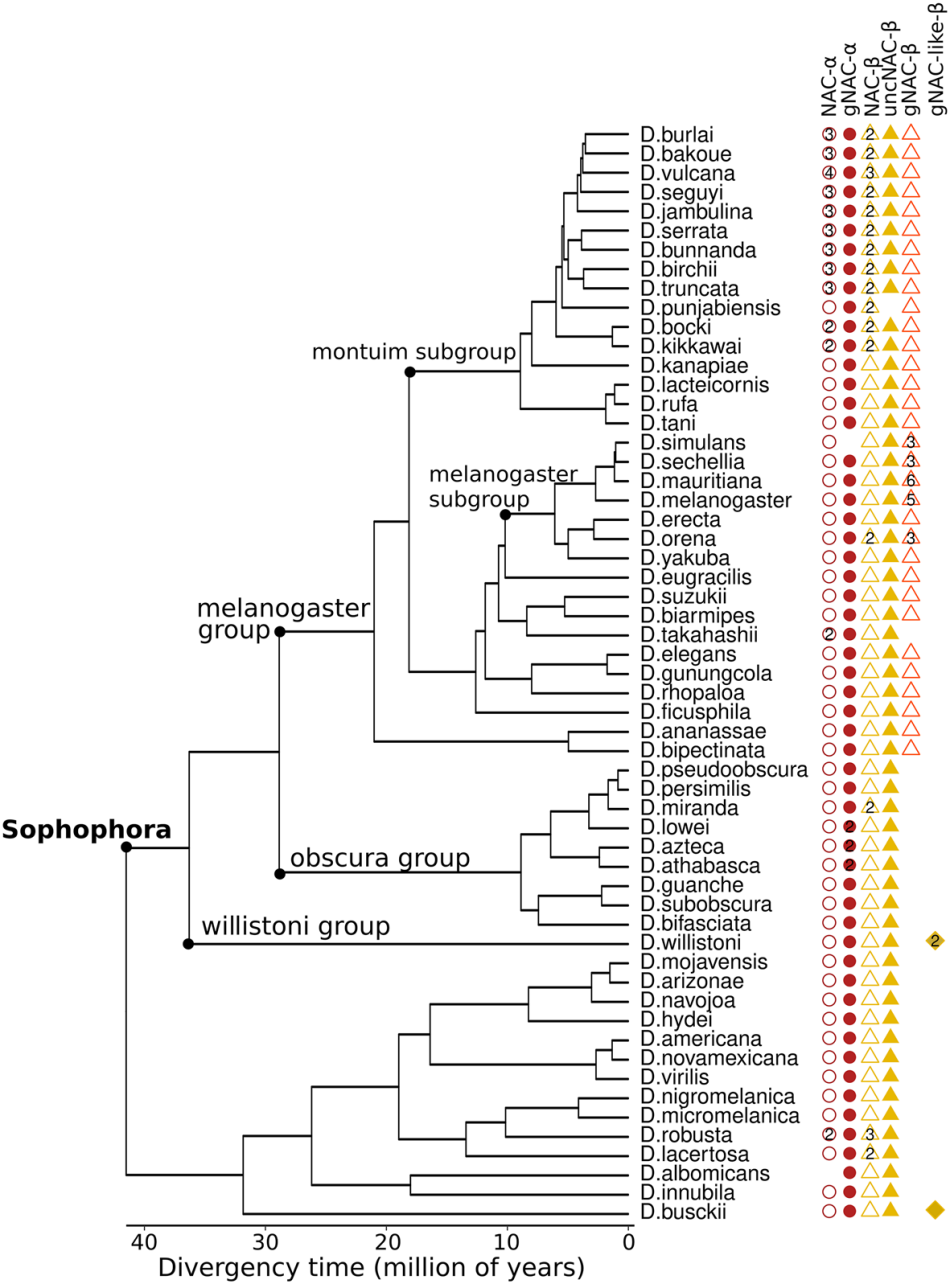
Phylogenetic tree of the *Drosophila* genus. The lack of some species (*mayri, watanabei, leontia, asahinai, pectinifera, obscura, montana, malanica and grimshawi*) on this tree is rather the result of the unfinished assembly of the corresponding genomes preventing the detection of the NAC domain sequences. The number of paralogs is shown within shapes.

Comparison of the order–disorder patterns of the orthologous NAC-α and NAC-β subunits for three selected species related to three different *Drosophila* clades presented in the phylogenetic tree is shown on Fig. 8. The evolutionary unchanged patterns of the ubiquitously expressed orthologs, including short disordered parts are evident, in contrast to the high level of diversification, including significant lengths variations, detected for the germinal counterparts. A separate observation concerns the preserved UBA-like domains keeping 64–70% identities to the *D*. *melanogaster* paralog in the NAC-α germinal orthologs. However, the UBA domain is shown to be lost in the ubiquitously expressed orthologs, positioning the question of this domain’s specific function in the germline of several species.

**Figure 8:**
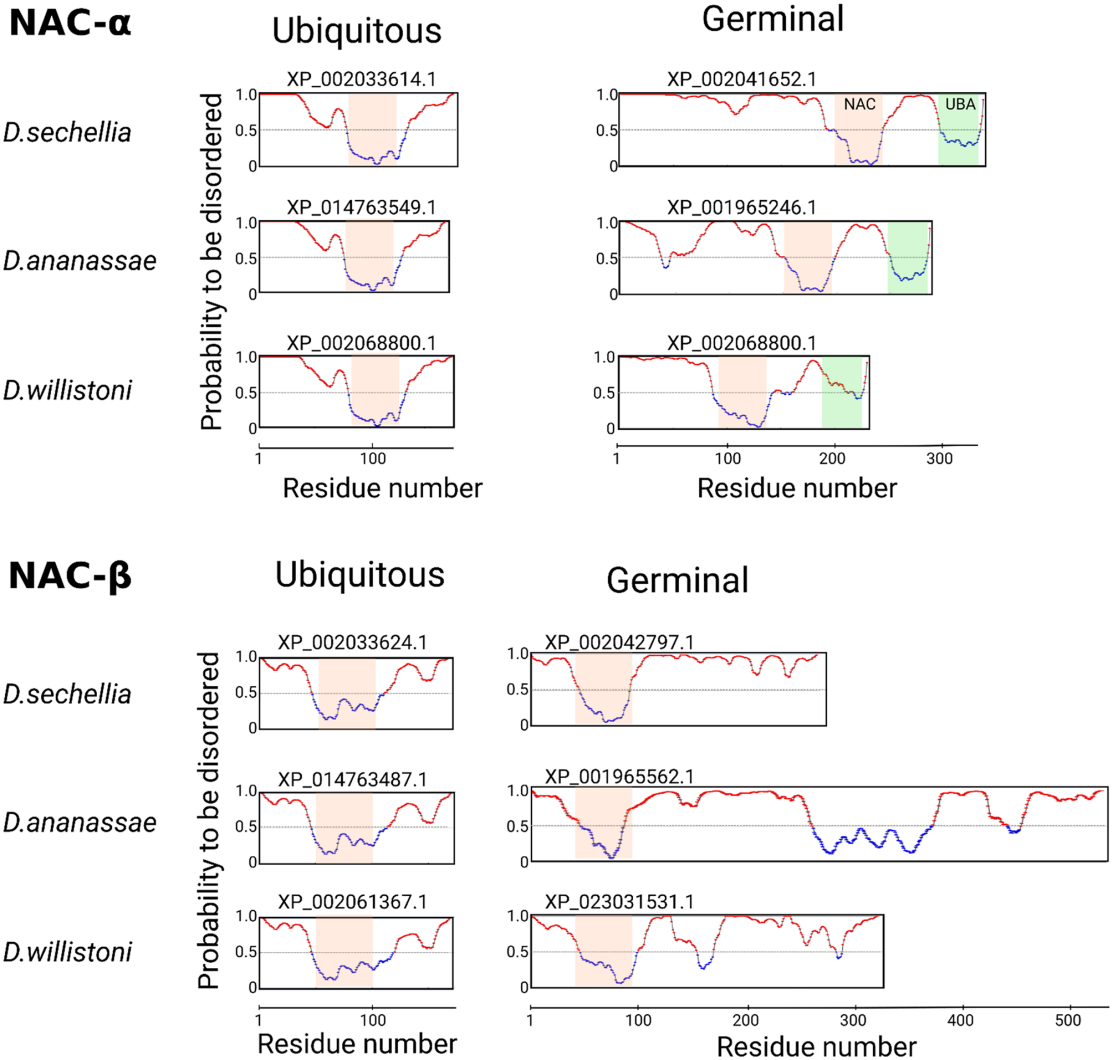
Comparison of order–disorder profiles of ubiquitous and germinal NACα and NACβ orthologs. Disordered and folded regions are marked with red and blue colors.

We also identified the *gNAC-β-like* genes carrying extended IDRs in the genomes of earlier branched-off species, *D. willistoni* and *D. busckii*. These IDRs, having comparable lengths to those in *D. melanogaster*, are characterized by more orthologous divergencies than the NAC domain sequences (Supplementary Figure S2). Interestingly, despite a high level of the orthologous polymorphism, the distribution of S/T locations in the region of the predicted phosphosites was shown to be positionally conserved when comparing IDR orthologous sequences from *D. willistoni* and *D. melanogaster*. Comparing the corresponding sequences encompassing ~ 50 amino acid stretches reveales conservative locations of six S/T positions marked by a red line with crosses (Supplementary Figure S2) intermingled with the rest of multiple amino acid substitutions. Detecting conservative positions of putative functional phosphosites in orthologous IDR sequences is in accord with the notion that IDRs are conserved across orthologs in the vast majority of cases^37^ as well as the recent report of conservative RNA binding domains positions in the orthologous IDRs, including the *Drosophila* and human pairs^38^. In the orthologous pair of IDR sequences of *D. willistoni* and *D.* *busckii,* in spite of a positional shift of serine-enriched cluster we also identified three conservative serine positions (Supplementary Figure S2, red circles).

The numbers of ubiquitous NAC-α and NAC-β copies were shown to correlate with each other in most species belonging to the *montium* subgroup of the *melanogaster* group (Fig. 7). This observation is consistent with the earlier report on the production of equimolecular α- and β-subunits in yeast cells^36,39^. Notably, the correspondence between gene numbers of the germinal α- and β-subunits is lost in several species from the *melanogaster* group, which are characterized by the amplification of the gNAC-β genes (Fig. 7).

The phylogenetic analysis of NAC homologs revealed that besides gNAC-β and ubiquitous NAC-β there is a third large family of NAC-β proteins (Supplementary Figure S3), named here as uncNAC*-*β (*unc*haracterized, *CG11835*, Flybase.org). Almost all species, except *D. punjabiensis* (Fig. 7), contain a single copy of *uncNAC-β* (*melanogaster* gene structure is presented in Fig. 2) encoding the NAC domain followed by about 800 amino acid residues of an extremely extended IDR. Comparing the orthologous IDRs revealed the clusters of conservative proline-dependent protein kinase phosphosites concentrated at the C-termini of uncNAC-β proteins (Supplementary Figure S3). Although the putative partners of uncNAC-β remain to be elucidated, we may suggest its heterodimerization with NAC-α subunits is capable of transferring some functionally important properties of IDRs to the newly formed heterodimers.

The cross-species alignment (Supplementary Figure S4, DataSet S1) showed that the ubiquitous NAC-α domains are highly conserved, while the gNAC-α domains diverged slightly faster (the average amino acid identity per column for multiple alignments of NAC domains was 80% and 75.6% for the ubiquitous and gNAC-α, respectively). The same feature is even more pronounced for the orthologous pairs of the NAC-β ubiquitous and germinal counterparts (the average identity per column in the multiple alignments of NAC domains is 69.4% and 38.8% for the ubiquitous and germline NAC-β domains, respectively). These values for the multiple alignments of the overall IDR sequences for gNAC-β are 8%, while the distinct regions within IDR reach the average identity of 50% implying a significant conservation. Noteworthy, some species subgroups from *Sophophora* subgenus have several highly similar paralogs of the αNAC and/or βNAC subfamilies.

## Discussion

Earlier, we have described five copies of testes-expressed highly homologous genes encoding β-subunits of ribosome associated NAC in the *D*. *melanogaster* genome^9,10,18^. These gene copies are localized in the distinct 12E region in the X-chromosome and are designated in Flybase as *betaNACtes1*, and two adjacent pairs of genes, *betaNACtes* 2,6 and *betaNACtes* 3,4^10^*.* To the best of our knowledge, we first detected the tissue specific subunit of NAC that is thought to be involved in protein homeostasis^10^ in multicellular eukaryotes^2,3^. Here, we discovered the germinal NAC-αβ paralog, whose α-subunit was shown by in situ hybridization to be expressed exclusively in the germline during the early embryonic development. In this paper, we also characterize the expression of heterodimeric αβNAC encoded by the corresponding plasmids carrying the tagged *gNAC-α* and *gNAC-β* genes in cell culture. The expression of the *gNAC-β* genes was traced in germ cells during the early embryonic development of *D. melanogaster,* allowing us to use the designation “gNACs” for the germinal specific heterodimeric NACs. Earlier, we failed to observe the negative effect of siRNA *βNACtes* KD on the fertility in testes, possibly due to an incomplete depletion of the mRNAs of these amplified genes^9^*.* Identifying a unique gene for the gNAC-α subunit, presented in this paper, opens a way to eliminate gNAC-α protein activity using CRISPR-Cas9 gene editing to trace the putative negative effect on fertility.

Comparing the amino acid sequence patterns of the ubiquitous and germinal NAC subunits revealed the significantly extended IDRs at the C- and N-termini of the β- and α-subunits of gNAC, respectively. The burst of interest to IDRs stems from a large amount of the recently accumulated data demonstrating the wide functional role of IDRs in protein–protein interactions and the formation of biocondensates^40,41^. IDRs are protein unfolded parts providing protein–protein interactions^42^, which are considered to be necessary for the functionality of the ubiquitous NAC and its chaperone activity in *C. elegans*^31^. We suggest that germinal-specific evolutionary acquired IDR sequences participate in sophisticated germline protein-specific interactions. Here we detected the presence of phosphorylated isoforms of germinal NAC-β subunits. We also predicted the excess of phosphorylation sites at the extended IDRs of gNAC subunits comparing to the ubiquitous paralogs. Given the crucial role of NAC with its flexible adaptor sites ensuring interactions between the nascent polypeptide and the components of the protein sorting machinery^1,2^ and functional conformational mobility of phosphorylated IDRs^43,44^, further in-depth experimental studies of NAC phosphorylation will be necessary to discern the peculiarities of their functions in somatic and germinal cells. However, associating these IDR regions with specific biological and biochemical functions based on their amino acid sequences and putative PTM sites^45^ remains a challenge.

Detecting specific NAC in the germline is of particular interest, considering some peculiarities of protein synthesis regulation in the germline development, associated with proliferation and differentiation programs^46^. We suggest that the germinal NAC subunits, carrying the extended flexible amino acid sequences easily accessible for PTM, can be used in the germline proteostasis regulation. The recent in vitro study of human βNAC function using reticulocyte rabbit ribosomes revealed a novel NAC function as a component of the ternary complex «NAC-ribosome nascent chain complex-SRP with SR-receptor» located at the ribosomal exit site^3,47^. The authors found ubiquitous NAC to selectively bias the flexible conformational landscape of multicomponent SRP to associate with its receptor during the cotranslational targeting of the nascent polypeptide carrying the N-terminal signal to ER. Thus, a more active and broader role of the ubiquitous NAC in proteosynthesis as an allosteric regulator of SRP^31^ emphasizes that specific interactions involving IDRs of both gNAC subunits can be functional in the germline.

In a recent work devoted to coordinated co-translational regulation of ribosomal proteins in yeasts^48^, co-translational chaperones responsible for the folding of these nascent ribosomal proteins, were also shown to stabilize the corresponding translated RNAs. At the same time, NAC protein competed with the dedicated chaperones for the nascent protein in the ribosome tunnel, which is accompanied by mRNA degradation due to the NAC ability to recruit the mRNA deadenylation complex to normalize ribosomal proteins production. Thus, NAC is also involved in regulating the amount of translated mRNA. These processes orchestrated by a thoroughly regulated intermolecular flexible partner interactions, also well known to be attributed to the granule formations in the germlines of multicellular eukaryotes.

Here we have also found that the lethal effect of the lack of ubiquitous NAC-β subunit is rescued by the ectopically expressed germinal paralog carrying IDRs. This observation does not mean that the ubiquitous heterodimer could be replaced with a germinal paralog, since the effectiveness of the chimeric gNACβ-NAC-α heterodimer in maintaining protein homeostasis has not been evaluated. The observed suppression indicates only a certain level of functional flexibility of the heterodimer subunits. Nevertheless, here we found a functional crosstalk between the ubiquitous and germinal paralogs of both α and β subunits of NAC. This type of crosstalk is known to be accompanied by a well-known asymmetric evolution (subfunctionalization) of paralogs^49^ without violating their potential interchangeability. We suppose that this functional crosstalk may be beneficial for maintaining the reproduction system based on germinal cell proteome robustness. This type of paralogous interactions was shown to be especially relevant for those paralogs that can form heterodimers^50^, as is in the case of NAC paralog subunits.

The switch-like decisions during germ cell development are proposed to be closely related to the formation of large protein complexes, including large granules, also known as membraneless organelles (for review^51,52^). In this regard, new ideas about the cotranslational assembly of multisubunit protein complexes with a chaperone based on rigorous experiments are of particular interest^2,53–55^. The authors propose that the translations of subunit complexes are spatially confined. These ideas are discussed in terms of compartmentalized translation principles with regulatory implications in development^56,57^. It would be fruitful to extend these concepts to describing the complex processes of granule formation in the germ plasm compartment of a mature oocyte where gNAC is localized accord to our preliminary experiments. Identifying gNAC still only open up an opportunity for finding experimental approaches to explore its function.

## Methods

### Fly stocks and crosses

*Batumi* line laboratory stock was used in biochemical experiments and immunostaining. To generate recombinant chromosome 2 carrying the *bic*^*1*^ lethal allele and FLAG.gNACβ transgene, the *y*^*1*^w*; Eney-whited700-pAc5.1.FLAG.gNAC-β.*RetMI07200*/*CyRoi* females were crossed to *bic*^*1*^*L*^*2*^*/CyRoi* males and the F1 *Eney-whited700-pAc5.1.FLAG.* g*NAC-*β.*RetMI07200/bic*^*1*^*L*^*2*^ females were crossed with *yw*^*67c23*^, +/+ males. The male progeny of this cross with recombinant chromosome (marked *whited700* and *L*^*2*^) *Eney-whited700-pAc5.1.FLAG.gNAC-*β.*RetMI07200 bic*^*1*^*L*^*2*^/+ were collected and individually crossed to *yw*^*67c23*^, +/*CyRoi* females. Males *Eney-whited700*-*pAc5.1.FLAG.gNAC-*β.*RetMI07200 bic*^*1*^*L*^*2*^*/CyRoi* were crossed with *bic*^*1*^*L*^*2*^*/CyRoi* females and the viable *Eney-whited700-pAc5.1.FLAG.gNAC-*β.*RetMI07200 bic*^*1*^*L*^*2*^*/bic*^*1*^*L*^*2*^ individuals (lacking *CyRoi* and carrying the *whited700* and *L* markers) were traced/selected to evaluate the suppression effect of the *bic*^1^ lethality.

Germinal knockdowns: *nos-Gal4* > *UAS-gNACα-RNAi* and *nos-Gal4* > *UAS-ubNACα-RNAi* (VDRC) were performed separately or simultaneously using *nos-Gal4* > *UAS-gNACα-ubNACα-RNAi.* The driver line was obtained from Bloomington Stock #25751, *P{UAS-Dcr-2,D}1,w*^*1118*^; *P{GAL4-nos,NGT}40*. RNAi lines include stocks from VDRC: # 102621 (gNACα (*CG4415*)), and # 36017 (ubiquitous NACα (*CG8759*)).

### Constructs of plasmids

RT-PCR products of gNAC-β and gNAC-α ORFs were inserted into pAc5.1. FLAG or pAc5.1.HA carrying plasmids. Oligos for plasmid insertions:

pAc5.1.FLAG.gNAC-β (CG18313):

Xho1-5′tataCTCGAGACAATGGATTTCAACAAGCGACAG.

Apa1-5′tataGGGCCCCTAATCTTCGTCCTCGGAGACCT;

pAc5.1.HA.gNAC-α (CG4415):

Kpn1-5′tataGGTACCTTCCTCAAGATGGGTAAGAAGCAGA.

Xho1-5′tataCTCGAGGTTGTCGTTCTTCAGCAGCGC.

### Generation of transgenic lines expressing FLAG.gNACβ protein under pAc5.1 promoter

Transgenic strains carrying construct *attBs-Eney-whited700-pAc5.1.FLAG.gNAC-β-attBsrev-pSK* = *aeca* were generated by *phiC31*-mediated site-specific integration at the MiMIC site^58–60^ in the *Ret* gene of chromosome 2 (Bloomington #43099, y1w*; MiRetMI07200/SM6a) and at the site (Bloomington #24862, *yM{RFP[3xP3.PB] GFP[E.3xP3]*=vas-int.Dm}ZH-2A w[*]; PBac{y[+*]-attP-9A}VK00005*) of chromosome 3. The *vas-dPhiC31* strain bearing the *phiC31* gene under the control of the *vasa* gene promoter on the X chromosome was used as an integrase source^59^. The germ-line transformation of the embryos was performed according to standard protocol^61^ with the approximately 40% efficiency of integration.

### Generation of antibodies against germinal NACβ subunit

Here we generated rabbit anti His-tagged germinal NAC-β subunit antibodies using antigen sample as described earlier^10^. Antibodies were purified by antigen affinity chromatography using Thermo Scientific AminoLink Plus Coupling Resin according to the manufacturer’s protocol (Thermo Fisher Scientific). The generated antiserum was shown to recognize exclusively the germ cells in testes and early embryos and was used in Western-blot analysis (dilution 1:1000).

### Cell culture transfection, immunoprecipitation and western-blot analysis

Transient transfections of S2 cells were performed with the help of FuGENE^®^ HD Transfection Reagent (Promega# E2311) according to the manufacturer’s instructions. 3–4 days after the transfection the cells were harvested and subjected to immunostaining. For immunoprecipitation, anti-HA Magnetic Beads (#88836 Thermo Scientific) or anti-FLAG M2 Magnetic Beads (M8823 Sigma) were used. Protein samples (S2 cells or fly extracts) were applied to SDS-PAGE, transferred onto PVDF membrane according to standard protocols. The blots were analyzed using antibodies in a dilution 1:1000 against germinal NACβ, monoclonal mouse anti-FLAG M2 (Sigma F3165) and monoclonal mouse anti HA-Tag antibodies (mAB#2367, Cell Signaling Tech). Alkaline-phosphatase-conjugated anti-rabbit or anti-mouse antibodies (Sigma) were used as secondary reagent at a dilution of 1:20,000. Blots were developed using the Immun-Star AP detection system (Bio-Rad Laboratories) in accordance with the recommendations of the manufacturer, the signal was detected using the BioRad Chemi Doc MP Imaging System.

### Ribosome isolation and 2D resolution of ribosomal proteins from testes

250 pairs of frozen testes were homogenized in a Dounce homogenizer in 1.5 ml of buffer containing 25 mM Hepes [pH 7.6], 100 mM KCl, 5 mM MgCl_2_, 1 mM DTT, RNase inhibitor RiboLock (Thermo Scientific) at 40 units/ml, 0.015% digitonin, 1% NP-40, 0.5% sodium deoxycholate and 100 µg/ml cycloheximide. A protease inhibitor cocktail was used, as recommended by the company (Protease Inhibitor Cocktail Tablets, Roche). Cell fragments and mitochondria were removed by centrifugation at 12,000*g* at 4 °C for 20 min as described earlier^10^. 1.5 ml of post-mitochondrial extract were centrifuged for 1 h at 35,000 RPM (100000 g) in a rotor himac P50A3-0529, ultracentrifuge CP100-NX, at 4 °C. 2D electrophoresis was performed at the «Human Proteome» Collective Use Center of the V.N. Orekhovich Federal State Budgetary Scientific Institution Research Institute of Biomedical Chemistry.

For the first dimension, a ribosomal pellet or a protein precipitate after dephosphorylation was suspended in 250 µl of buffer (7 M urea, 2 M thiourea, 4% [w/v] CHAPS, 1% [w/v] DTT, 2% immobilized pH gradient [IPG] buffer [pH 3–10], protease and phosphatase inhibitor cocktails [Roche Diagnostics, Mannheim, Germany]), then clarified for 10 min at 10,000 g at 4 °C. 120 µl of clarified protein solution mixed with 30 µl of rehydration buffer (7 M urea, 2 M thiourea, 2% CHAPS, 0.3% DTT, 0.5% IPG buffer [pH 3–11 NL], and 0.001% bromophenol blue) were used to prepare the first-dimensional gel. 7-cm IPG gel strips (pH 3–10) were rehydrated passively for 10 h at 4 °C. IEF was conducted at 20 °C using Protean IEF Cell (“Bio-Rad”). Power supply was programmed in the gradient mode with voltages for four steps: first − 300 V (00.30 min), second-gradient 1000 V (00.30 min), third-gradient 5000 V (01.20 min), fourth and hold – 5000 V (00.25 min). Prior to the second dimension, the IPG gel strip was soaked in equilibration solution 950 mM Tris–HCL [pH 6.8], 6 M urea, 2% SDS, 30% glycerol) containing 1% DTT for 10 min. This process was followed by a 10-min incubation in the equilibration solution containing 5% iodacetamide. The IPG gel strip was then placed on top of the second-dimensional stab gel and sealed using 1 ml of molten agarose with 0.5% TGS electrode buffer (24 mM Tris [pH 8.3], 200 mM glycine, and 0.1% SDS). The second dimension SDS-PAGE was carried out using Hoefer miniVE vertical electrophoresis system [12% w/v gel concentration, 80 × 90 × 1 мм in size]. Precision Plus Protein Standards (BioRad) were used as a marker. Electrophoresis was performed at constant current (25 mA/gel) and 100 to 160 V for 1.5 h at room temperature. On completion of electrophoresis, the gel was rinsed in transfer buffer (48 mM Tris, 39 mM glycine, 0.037% SDS, and 20% methanol) and transferred to a PVDF membrane using a semidry transfer cell (Bio-Rad) following the manufacturer’s instructions.

Ribosome treatment by calf intestinal (CIP Sigma #4978) alkaline phosphatase was performed according to the protocol: a ribosomal pellet from 125 testes was suspended in 1 × CIP buffer (0.1 M NaCl, 0.05 M Tris–HCl pH 7.9, 0.01 M MgCl_2_, 1 mM DTT), 1 × Tm. Complete protease inhibitor mix (Roche), 20 units CIP, and the reaction mix were incubated for 120 min at 37 °C. Dephosphorylation was completed by adding cold 10% trichloroacetic acid. The precipitate was washed with acetone twice prior to isoelectrofocusing.

### Immunostaining

12–15-h embryos were collected, dechorionated in bleach (2%) for 3 min and after thorough rinsing with water were devitellinized in a 1:1 heptane/methanol mixture (− 20 °C) in a 1.5 ml microtube by gentle shaking. The devitellinized embryos were washed in the methanol phase, then rinsed 3 times with cold methanol. The embryos were stored at − 20 °C until immunostaining. For immunostaining, the embryos were gradually rehydrated with methanol-PBT (PBS with 0.1% Tween20), washed 3 times with PBTX (PBT with 0.3% Triton X100) and permeabilized in PBTX with 0.3% sodium deoxycholate (Sigma) for one hour. Then the embryos were washed three times in PBTX and blocked with PBTX containing 5% normal goat serum (NGS, Invitrogen) for 1 h. The embryos were first incubated with specific primary antibodies in PBTX containing 3% NGS overnight at + 4 °C and after washed 4 times in PBTX at room temperature, then incubated with secondary antibodies labeled with Alexa in a dark chamber overnight at + 4 °C. The embryos were mounted in Invitrogen SlowFade Gold Antifade reagent. The following primary antibodies were used: rabbit polyclonal anti-gNACβ (1:500), rat anti-VASA (1:200) (DSGB: AB_760351). The secondary antibodies were anti-rabbit IgG Alexa Fluor 546; anti-rat IgG Alexa Fluor 488 (Invitrogen, Thermo Fisher Scientific). Confocal microscopy was performed using Zeiss LSM 900.

Testes and ovaries of adult (1–2 day old) males and females were dissected in phosphate-buffered saline (PBS) at 4 °C, washed with PBT, fixed in 3.7% formaldehyde in PBT for 30 min at room temperature and then processed and immunostained like the embryos.

### Quantification of NACs mRNA abundances

The abundances of testis-specific NACs were calculated by Salmon Galaxy ver. 1.5.1 using R6.22 transcript fasta file and default settings. The source datasets and sequencing conditions are available in NCBI GEO, accession GSE101060.

### Phylogeny of 69 Drosophila species

To estimate the phylogeny of Drosophila species, the 192 RefSeq and GenBank genomic assemblies of 70 species were downloaded from the NCBI (Table S1). Each assembly was subjected to BUSCO v.4.1.4^36^ analysis to identify the universal single-copy orthologs from OrthoDB (-l dipteria_odb10). The genomic assembly of *Musca domestica* (GCF_000371365.1_Musca_domestica-2.0.2) was also analyzed by BUSCO for further use as the outgroup. 3119 universal single-copy BUSCO orthologs present in at least 90% of 192 assemblies and 69 genomic assemblies (one assembly per species) having at least 90% of 3119 single-copy orthologs were selected for the *Drosophilidae* phylogenetic analysis and the identification of NAC family proteins (Table S1). The concatenated multiple sequence alignments of the orthologous proteins with using MAFFT v7.471^62^ followed by alignment trimming with trimAl v.1.4^63^ (-gt 0.5) resulted in 710,094 amino acid columns that were used to estimate the maximum likelihood species phylogeny using RAxML v.8.0^64^ with the PROTGAMMAJTT model, rooted with the *Musca domestica*. We then used r8s^65^ to estimate branch lengths in millions of years with four calibration points^66^: 25–30 million of years (moy) for the common ancestor of *D. pseudoobscura* and *D. melanogaster*, 40 moy for the common ancestor of *D. virilis* and *D. melanogaster*, 6–15 moy for the common ancestor of *D. yakuba* and *D. melanogaster*, and 100 moy for the common ancestor of *D. melanogaster* and *Musca domestica*.

### The identification of NAC family proteins

The initial identification of NAC genes in *Drosophilidae* genomic assemblies was performed with *tblastn* v. 2.6.0^67^ (--e-value=10E−5) using NAC proteins from *D. melanogaster* as the queries. The hit regions extended with the additional 2000 bp on both sides were extracted from the genomes and the open reading frames were determined by AUGUSTUS v.3.1.3^68^. The identified open reading frames were confirmed as encoding NAC domains using InterProScan v.5.39^69^ (IPR016641 for αNAC and IPR039370 for βNAC). If the analyzed genome was already annotated by the NCBI (40 genomic assemblies), the accession number of the proteins was determined by *blastp* against the corresponding proteoms retrieved from the NCBI Protein database; otherwise (29 assemblies) the NAC protein was marked as ‘novel’. The multiple alignments of NAC proteins were carried out by the MAFFT v. 7.471^62^ (Data Set S1). The NAC domains of αNAC and βNAC were cut from the alignments and the positions including greater than ≥ 0.5 gaps were removed by trimAl, v.1.4^63^. Phylogenetic analysis of NAC domains was performed using the FastTree program^70^ with default parameters, with the WAG evolutionary model and the discrete *gamma* model with 20 rate categories. The tree structure was validated with bootstrap analysis (n = 100).

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The alignments used for the phylogeny are presented in Supplementary materials. NGS datasets are deposited in NCBI GEO, accession GSE101060. Materials (fly lines, etc.) from the paper are available upon request.

# Supplementary material for: Extended disordered regions of ribosome-associated NAC proteins paralogs belong only to the germline in Drosophila melanogaster
**Source:** Sci Rep. 2022 Jul 1;12:11191. doi: 10.1038/s41598-022-15233-3
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Extended disordered regions of ribosome-associated NAC proteins paralogs  
belong only to the germline in *Drosophila melanogaster***

Galina L. Kogan<sup>1</sup>, Elena A. Mikhaleva<sup>1</sup>, Oxana M. Olenkina<sup>1</sup>, Sergei S.  
Ryazansky<sup>1</sup>, Oxana V. Galzitskaya<sup>2,3</sup>, Yuri A. Abramov<sup>1</sup>, Toomas A. Leinsoo<sup>1</sup>,  
Natalia V. Akulenko<sup>1</sup>, Sergei A. Lavrov<sup>1</sup>, Vladimir A. Gvozdev<sup>1,\*</sup>

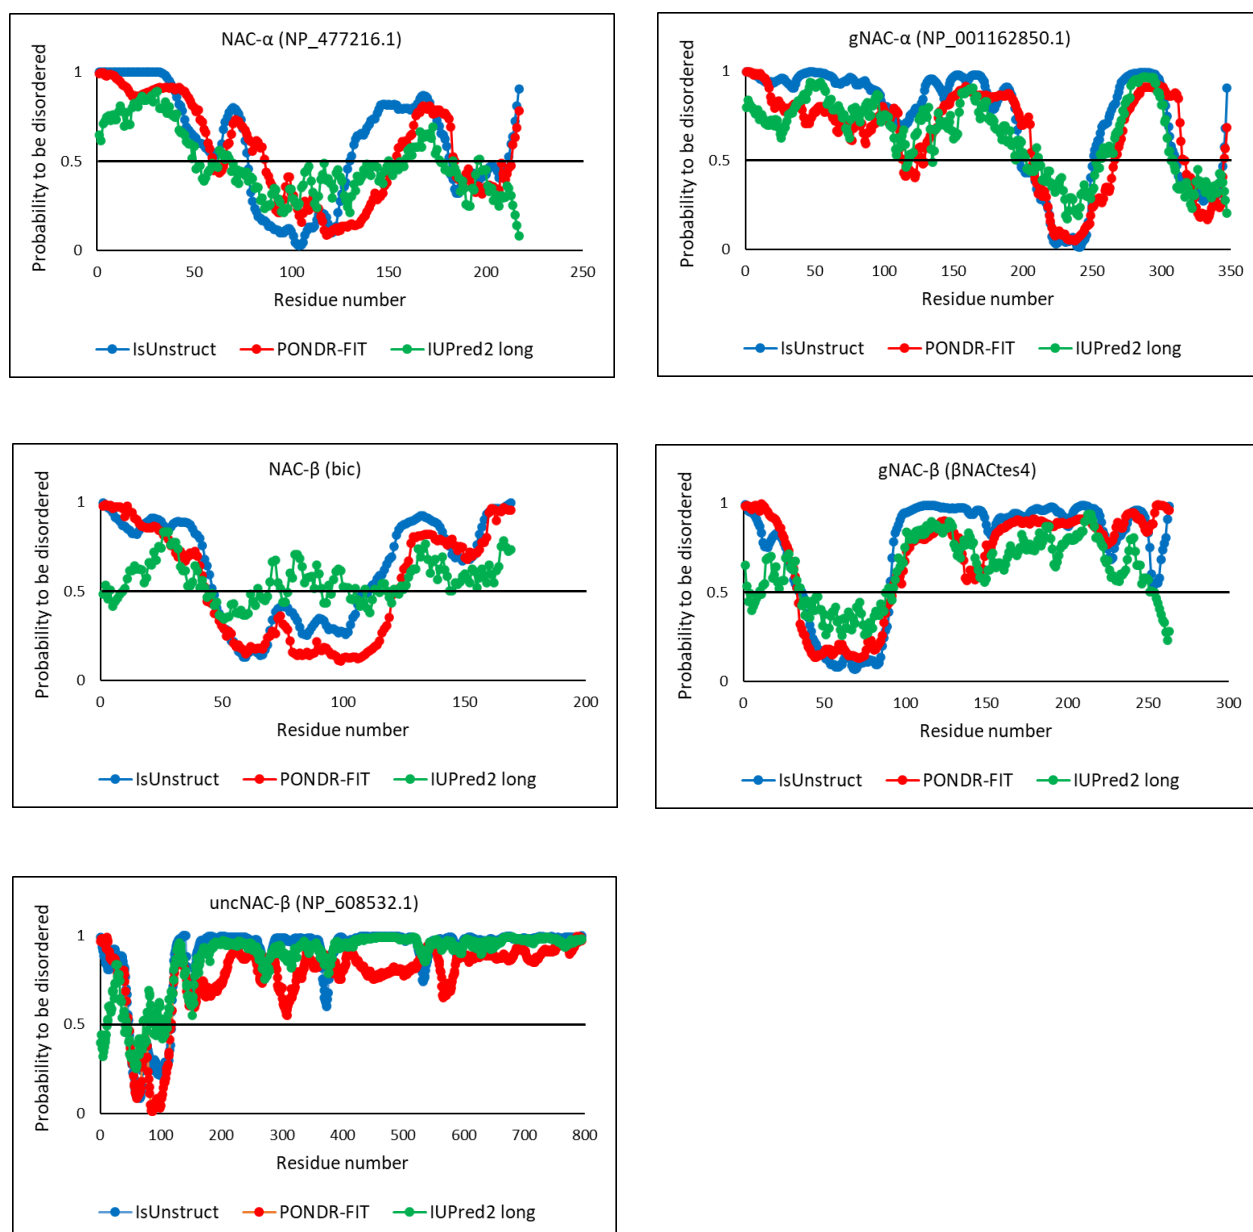

**Figure S1.** Comparison of predicted order-disorder profiles using IsUnstruct, PONDR-FIT, and IUPred2long programs.

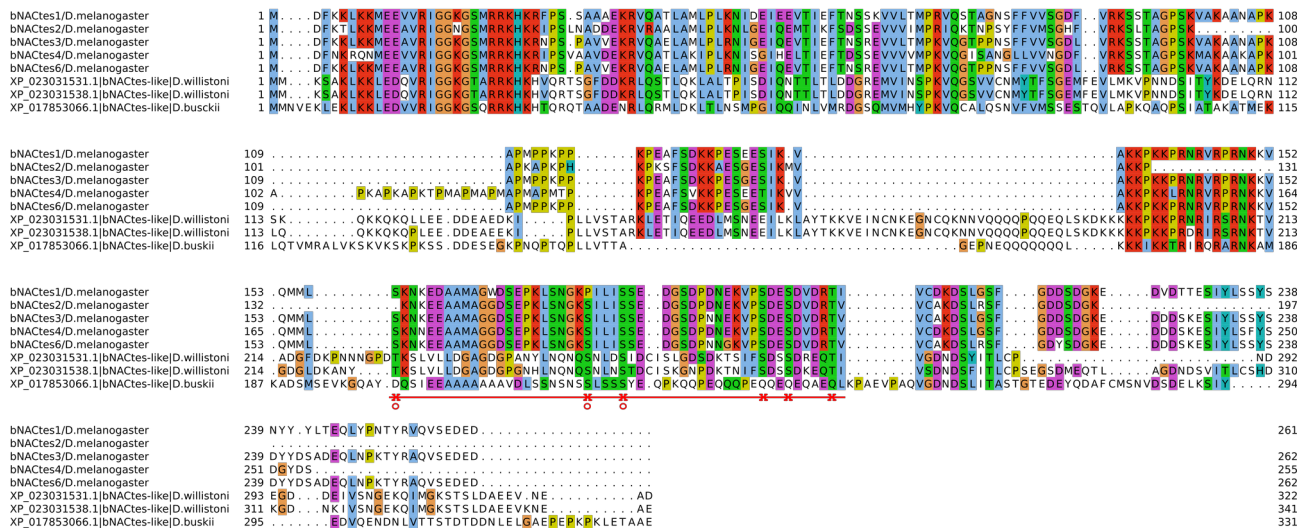

**Figure S2.** Alignments of the gNAC- $\beta$ tes and orthologous gNAC- $\beta$ -like proteins. The region with S/T phosphosites is underlined with a marked red line, crosses indicate the conservative Ser positions in *D. melanogaster* and *D. willistoni* IDR sequences; circles indicate conservative S positions between *D. willistoni* and *D. busckii* IDR sequences.

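The gNAC-β proteins of D. melanogaster in Data Set S1 have 261 residues (βNACtes1), 197 (βNACtes2), 262 (βNACtes3 and βNACtes6) and 255 (βNACtes4). Their NAC domain, taken between fixed residues of βNACtes1, has 57 residues. The region after the domain has 105 residues in βNACtes2 and 170 or 171 in the other paralogs, from 53.3% of the protein in βNACtes2 to 67.1% in βNACtes4. The βNACtes4 sequence in the alignment has 27 residues before the domain, against 34 or 35 in the other paralogs. The annotation gives βNACtes4 263 residues, so its highest share may come from the shorter sequence. The orthologous proteins are longer, with 322 and 341 residues for the paralogs of D. willistoni and 331 for D. busckii. Among the D. melanogaster paralogs, identity over aligned positions ranged from 75.1% (βNACtes2 and βNACtes4) to 98.9% (βNACtes3 and βNACtes6). Within the NAC domain βNACtes3 and βNACtes6 are the same at all 57 positions, whereas βNACtes1 and βNACtes3 are identical at 80.7% and βNACtes2 and βNACtes4 at 56.1% of positions. After the domain the identities of the same 2 pairs are 90.0% and 84.8%. Between D. melanogaster and the other species the identity is much lower: βNACtes3 shares 37.0% of 211 aligned positions with a D. willistoni protein and 32.9% of 225 positions with the D. busckii protein.

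Ser and Thr make up 28 of the 170 residues after the NAC domain of βNACtes1 (16.5%), 29 of 229 in a D. willistoni protein (12.7%) and 38 of 235 in the D. busckii protein (16.2%). Of 15 Ser or Thr residues of βNACtes4 aligned to residues of the D. willistoni protein in this region, 8 also face Ser or Thr (53.3%). At the other aligned positions the share is 10.3%. For βNACtes1 and D. willistoni, 7 of 15 do (46.7%), against 10.6% at the other positions. For D. willistoni and D. busckii, 6 of 22 do (27.3%), against 13.6% at the other positions. Positions of 1 alignment are not independent, and no test was made. Other residues were not counted in this way, and βNACtes4 and the D. willistoni protein are identical at 33.9% of 112 aligned positions here. The shares therefore do not show that Ser and Thr are kept more than other residues. The conserved positions the paper describes lie in a shorter stretch.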

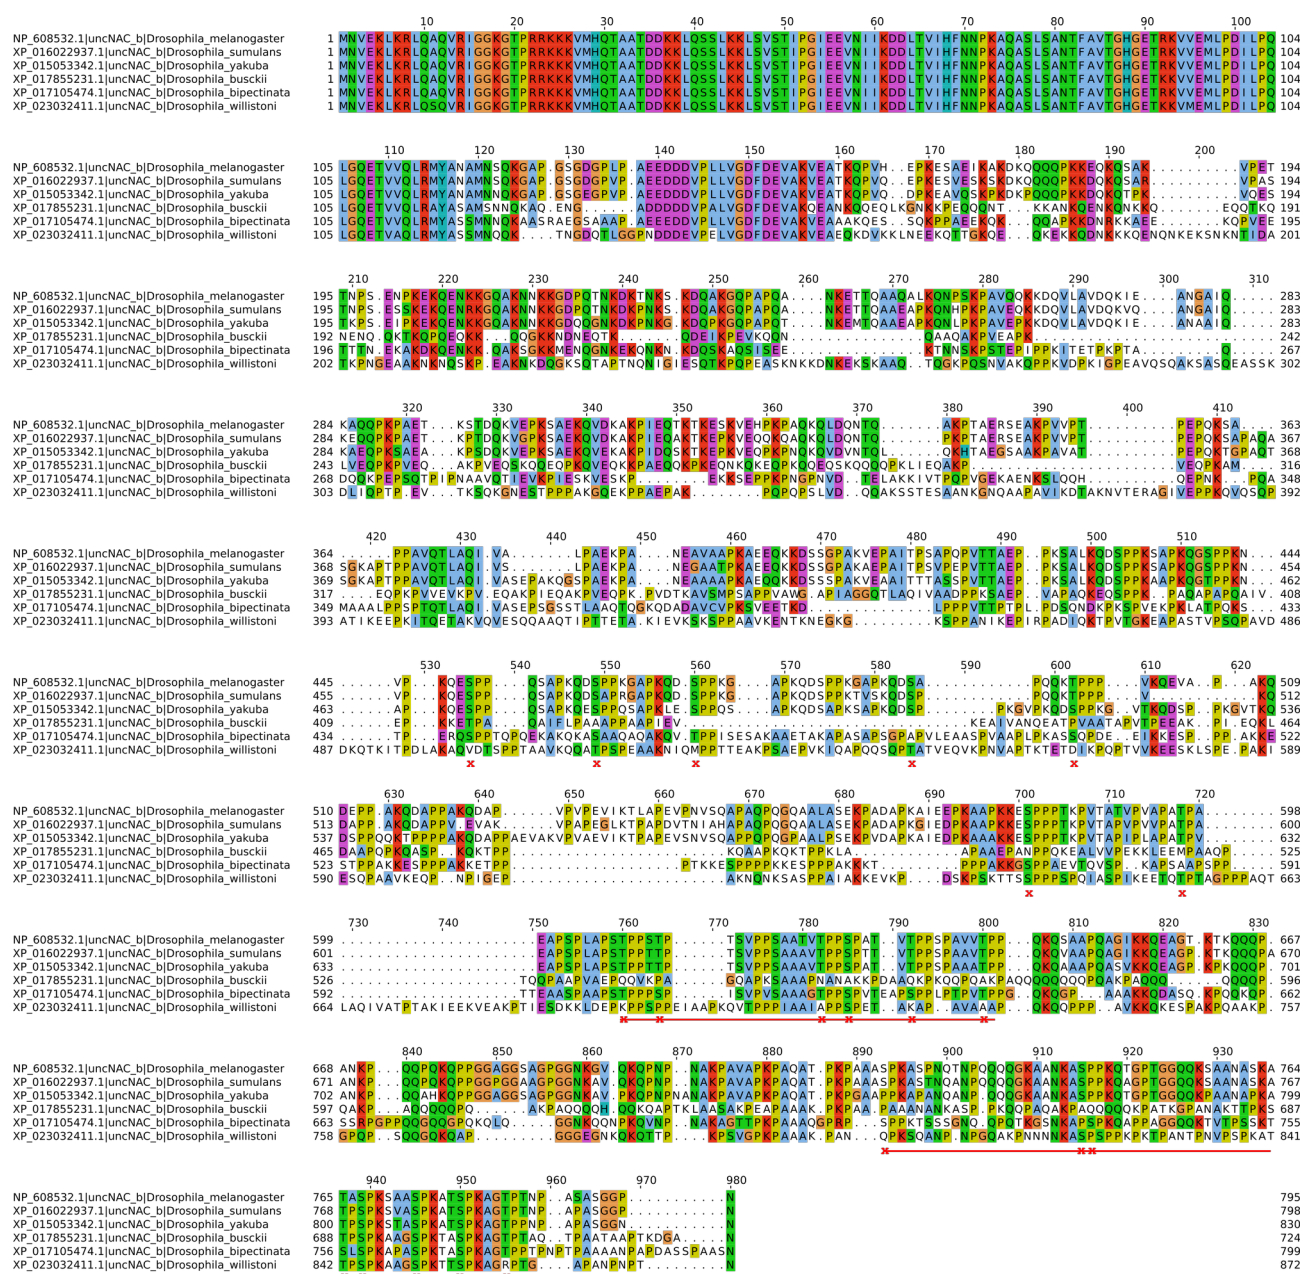

**Figure S3.** Conserved potential proline-dependent clustered phosphosites at the orthologous uncNAC-beta proteins with extended IDR- enriched C-ends; locations of the three phosphosite clusters are marked with a red line with crosses indicating phosphosites; other individual phosphosites are also marked with crosses.

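Data Set S1 holds 57 uncNAC-β proteins, 1 under each of 57 species names. D. pseudoobscura is listed under 2 of these names, with and without its subspecies. Their length ranged from 533 to 1030 residues, with a median of 635. In each protein the Ser-Pro and Thr-Pro pairs after the NAC domain were counted as potential proline-dependent phosphosites, and their number ranged from 7 to 34 with a median of 18. The D. melanogaster protein, with 593 residues in the alignment, has 503 residues after the domain and 10 such pairs. The annotation gives this gene (CG11835) a coding sequence of 795 residues, so the pairs were counted on a shorter sequence. Their number may be too low, since across the proteins it rose with length (Spearman's rho 0.822). A Ser-Pro or Thr-Pro pair is a minimal sequence match and says nothing of use of the site by a kinase.

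**Figure D3:**
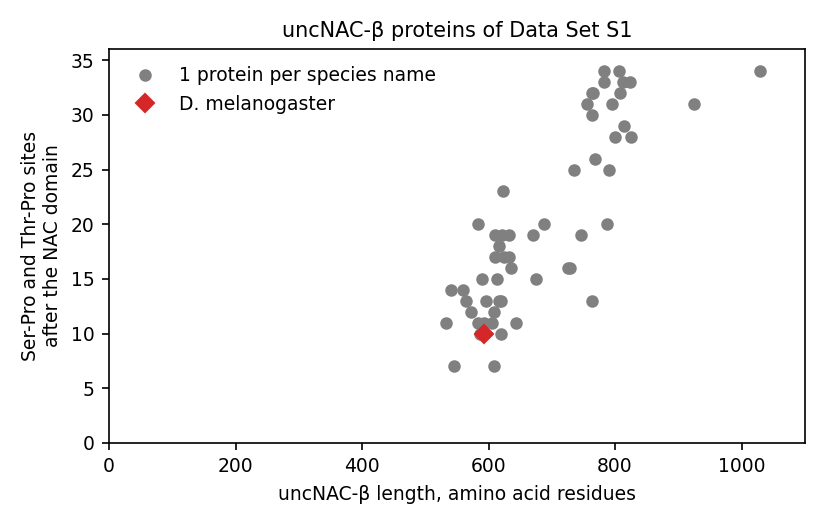
Number of Ser-Pro and Thr-Pro pairs after the NAC domain (vertical axis) against the length of the uncNAC-β protein in amino acid residues (horizontal axis). Each circle is the protein of 1 species name, and the red diamond is D. melanogaster with 10 pairs and 593 residues in the alignment. The annotation gives this protein 795 residues. The species are related and are not independent points.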

100

**Table S1.** The genomic assemblies of *Drosophilidae* species used for the BUSCO analysis. For each genomic assembly the number and percentage of common unique single-copy orthologs are given. Only 69 genomic assemblies with >90% common unique single-copy orthologs were used for the phylogenetic analysis and the identification of NAC encoding genes.

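BUSCO searches a genomic assembly for genes that are present once in nearly all species of a group, so the share found measures how complete the assembly is. Table S1 lists 191 Drosophila assemblies under 72 species names and 1 assembly of the outgroup Musca domestica, for which the share is 94.9%. Of the Drosophila assemblies, 158 have more than 90% of the orthologs. The 69 selected assemblies, 1 per species, range from 91.9% to 99.1% with a median of 97.7%. By source, 33 of them come from RefSeq and 36 from GenBank. The selected assembly has the highest number of orthologs of its species in 66 of 69 species. The lowest assembly of the table, which was not selected, has 10 orthologs (0.304%).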

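The alignments hold 80 NAC-α proteins under 57 species names, 60 gNAC-α proteins under 57, 76 NAC-β proteins under 58, 50 gNAC-β proteins under 34 and 57 uncNAC-β proteins. In each family but gNAC-β, D. pseudoobscura has 2 names. Up to 4 NAC-α, 3 NAC-β and 6 gNAC-β proteins were listed under a species name. The median length is 217 residues for NAC-α, 285.5 for gNAC-α, 170 for NAC-β and 265 for gNAC-β. The gNAC-β proteins range from 197 to 551 residues, and the NAC-β proteins from 137 to 268.

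**Figure D4:**
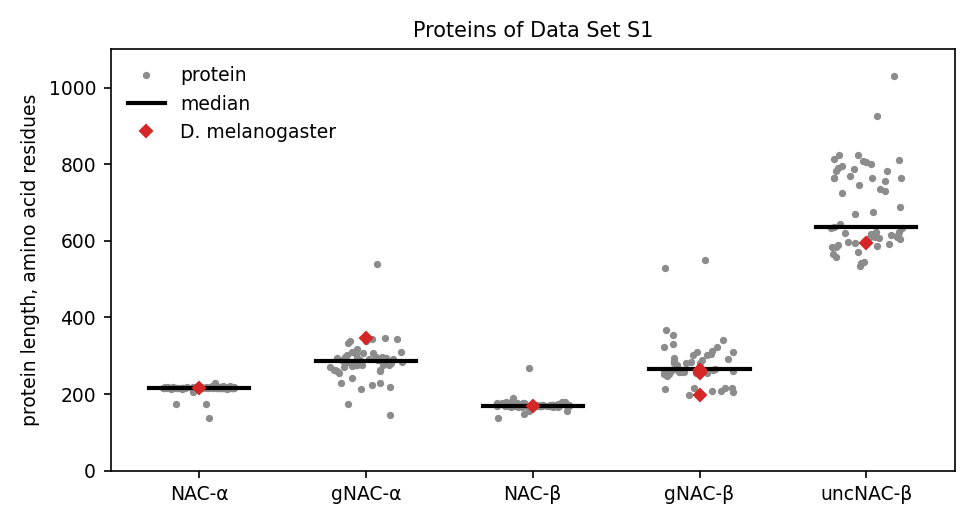
Length of each protein of Data Set S1 in amino acid residues by NAC family. Grey points are proteins, black bars are medians and red diamonds are the proteins of D. melanogaster; the medians are 217 residues for NAC-α, 285.5 for gNAC-α, 170 for NAC-β, 265 for gNAC-β and 635 for uncNAC-β.

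Identity was computed for each alignment column of the NAC domain as the percentage of residues equal to the most frequent one, with columns of 50% gaps or more left out, and then averaged over columns. The mean was 94.9% for NAC-α (57 columns, 95% interval from 93.1% to 96.4% by bootstrap over columns) and 79.0% for gNAC-α (57 columns, from 73.3% to 84.5%). For NAC-β it was 96.0% (55 columns, from 94.7% to 97.2%), for gNAC-β 60.9% (57 columns, from 55.1% to 66.8%), and for uncNAC-β all 55 columns were identical (100%). The intervals of the ubiquitous and germinal families do not overlap for either subunit. The region after the domain of gNAC-β had a mean identity of 58.9% over 165 columns (from 55.7% to 62.3%). Of the settings tried for this region, the mean moved most over its 856 columns without the limit on gaps and with gaps counted as mismatches, to 13.4%, a setting chosen after the values were seen.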

**Data Set S1.** The multiple alignments of NAC- $\alpha$ , gNAC- $\alpha$ , NAC- $\beta$ , gNAC- $\beta$  and uncNAC- $\beta$  proteins encoded in *Drosophilidae* genomes. For each protein the species, the accession number of protein and genomic coordinates of the gene are shown. If the accession number of the protein is not available for the non-annotated genomic assembly, then the protein is marked as “novel”.

Expanded File 1 to Figure 1b

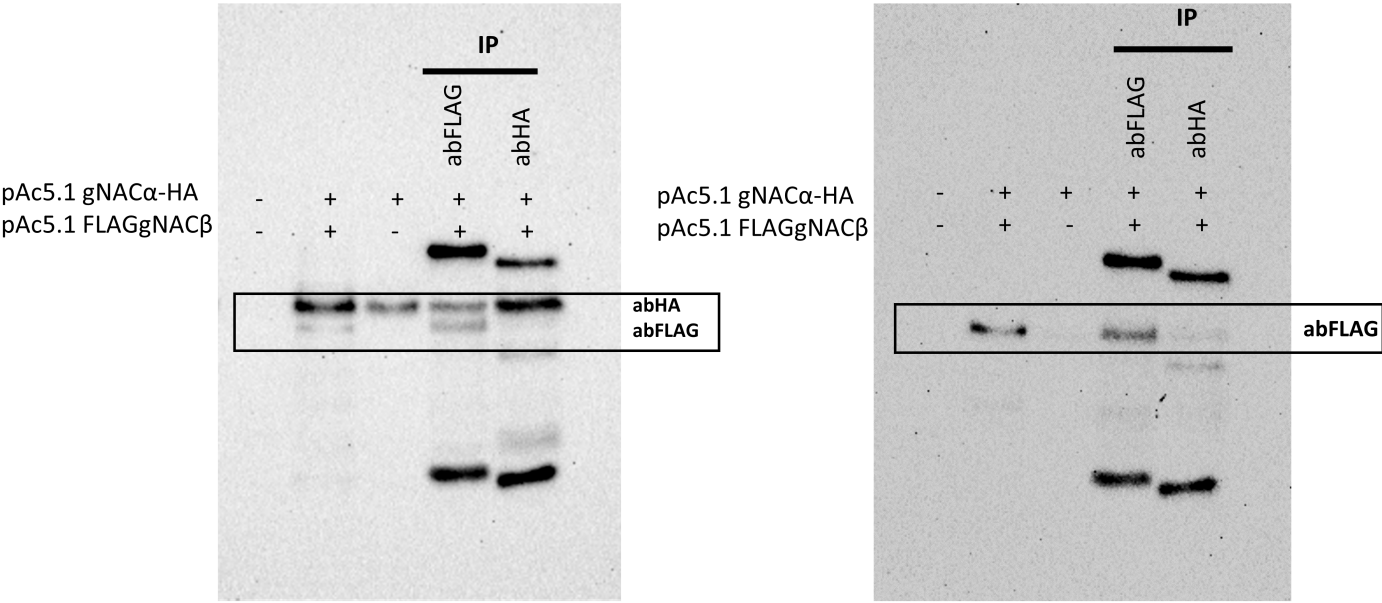

Transfecting S2 cells to express pAc5.1 gNAC-αHA and pAc5.FLAGNAC-β plasmids encoding NAC subunits

Expanded File 2 to Figure 4 (a,b) pI 3-10

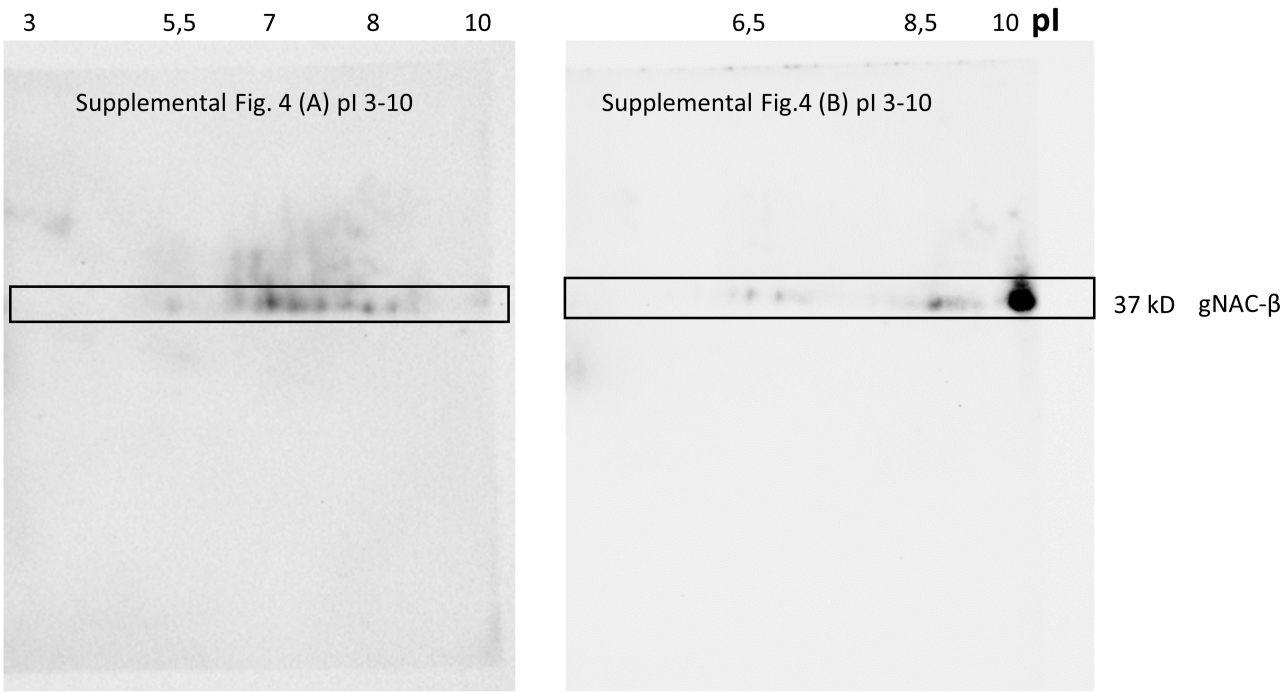

Expanded File 3 to Figure 4 (a,b) pI 5-8

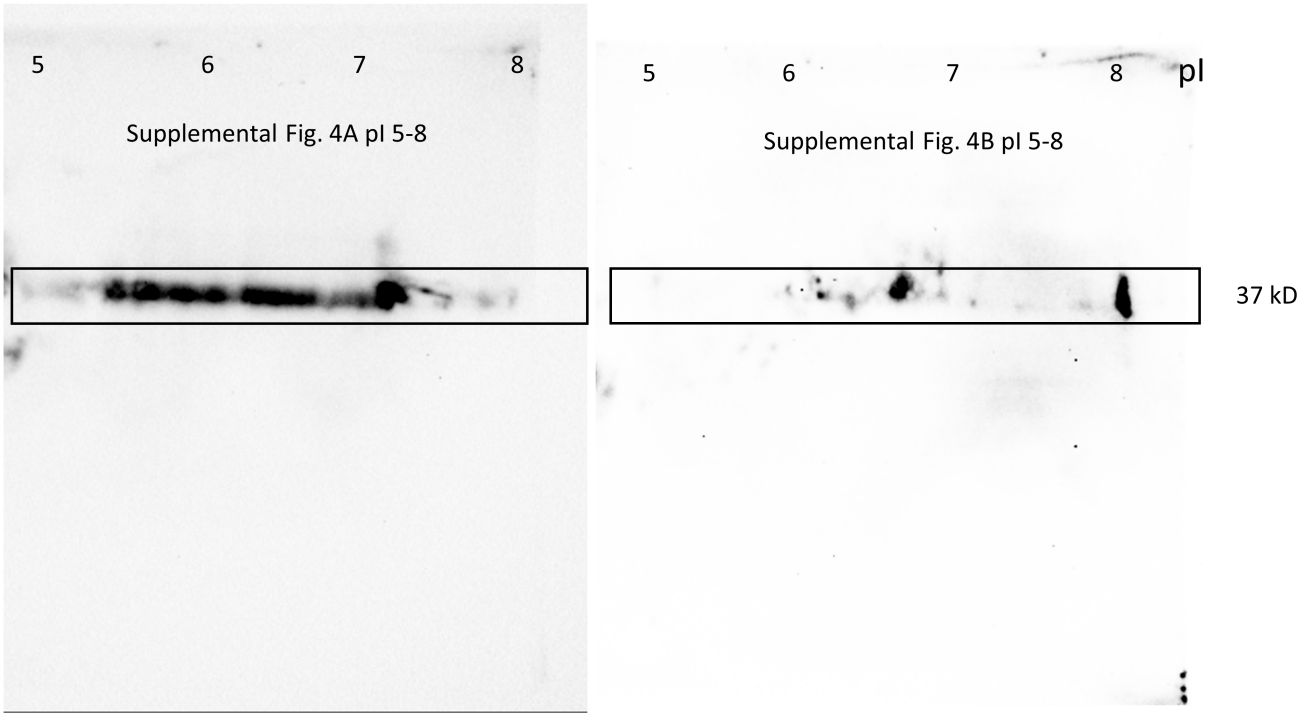

Expanded File 4 to Figure 5a

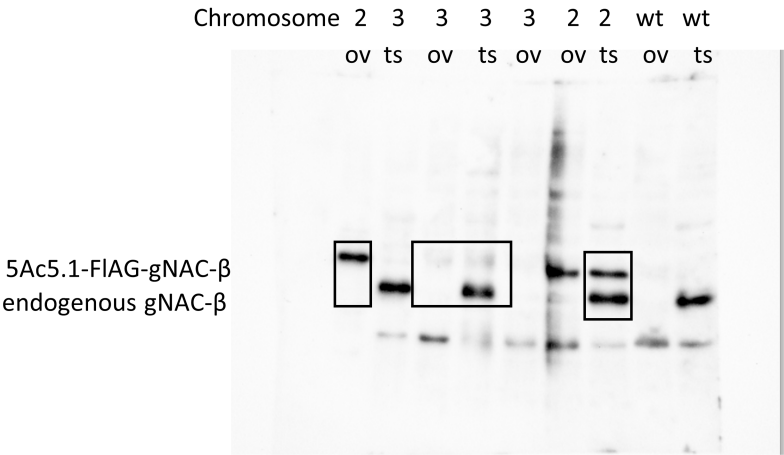

Ectopic (in ovary) gNAC- $\beta$  expression from transgene on chromosome 2 is significantly higher than expression from the transgene on chromosome 3.

How the deposited data were processed for this re-analysis (not part of the article)

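RNA from testis ribosomes of Drosophila melanogaster was compared between ribosomes precipitated with antibodies to βNACtes (3 libraries) and total ribosomes (2 libraries). The authors deposited 1 table with 12847 genes under 12782 different identifiers, which gives for each gene the mean of the βNACtes IP, the mean of total ribosomes and the log2 of their ratio. No unit is named. The values are treated as FPKM that the authors averaged over the libraries of each group, because value times exonic length sums to nearly the same total in both columns while the plain sums differ. The deposited log2 ratios of 668 genes with low IP values all allow an IP mean over 3 libraries with 2 decimals, whereas a mean over 2 libraries is allowed for 49.3% of them. Where both values are at least 10 FPKM, the deposited log2 ratio differs from the log2 of the 2 columns by at most 0.0054, and it is left out for 2056 genes. The paper's text does not name the aligner, the annotation or the treatment of reads that match several genes for this table. The labels call the material RNA of testis ribosomes, whereas the paper introduces the sequencing as testis polyA mRNA.

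From these values TPM were computed as the share of a gene in the sum of its column, and a log2 ratio as log2(FPKM + 0.1) of the βNACtes IP minus that of total ribosomes. A fold on this scale understates the change of low genes. Genes with a mean of the 2 columns of at least 1 FPKM were kept (9793), and ratios are given relative to their median of 0.73 unless another scaling is named. Genes with a relative log2 ratio of 1 or more are called higher and those of −1 or less lower. No p-value was computed, since the table holds 1 mean per group and genes are not replicates. A gene list was described by the percentile of its median among 10000 random lists of the same size matched on mean expression. The lists were ribosomal protein genes, mitochondrial ribosomal protein genes, mitochondrially encoded genes (none in the table), proteasome genes, accessory gland protein genes, somatic testis and muscle markers, and germline and spermatocyte markers. Exonic lengths, coordinates and overlaps between genes come from the Ensembl release 115 annotation of BDGP6, in which 136 identifiers of the table have no match.

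The design had foreseen count tests across the 5 libraries, a competitive gene set test, paired fits, fits leaving out each library and sign-flip tests between paralogs. None of these was run, because means per group were analysed. For the same reason library size and depth are unknown, and the precision of a value cannot be given. GC content was not analysed because no genome sequence was used here. The genes named were to be those NAC genes the paper names, vas, and the genes with the largest changes past a test; without a test the last group is empty, and other genes that are named were chosen after their values were seen.

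Protein identity and length were computed from the alignments of Data Set S1 and assembly completeness from Table S1. The NAC domain was delimited by fixed residues of the D. melanogaster protein of each family. The 95% intervals come from a bootstrap over alignment columns and cover the choice of columns only.

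The scripts were tested on simulated data made from the real mean values. Of 200 genes changed by a known amount among 9793, 100% were recovered with the right sign, and 0.125% of 9593 unchanged genes passed the threshold. The simulated change was set well above the threshold and the simulated noise well below it, so both shares follow from these settings. The real ratios spread far wider, with 2586 genes higher and 2858 lower of 9793, so 0.125% is no error rate of the comparison. Of 1000 random lists without a shift, 5.3% fell outside the central 95% of their matched lists, and of 200 such lists 2.5% did with lists of the genes nearest in mean expression. The simulated noise was independent between genes, so these shares do not cover lists of genes that vary together. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The alternatives tried were other scalings of the columns, other filters on low values, a pseudocount of 1, lists matched also on length, lists of the 20 genes nearest in mean expression, genes without overlaps, other libraries for the abundances, and other measures of identity.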

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

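The paper refers to this data set for the abundances of NAC paralogs and does not say which of the libraries it used. The comparison of the βNACtes IP with total ribosomes over all genes is a signal in data the paper does not report. The tests of length and of mean expression on single gene lists, of a few genes taking most of the signal, of shared reads and of overlapping genes were chosen only after the result was seen, whereas those of germline against somatic genes and of length over all genes were not. No replicate check is possible for any value in this part, and differences in GC content, library size or sequencing batch between the groups were not tested.

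Relative to the median of all genes, 2586 genes were higher and 2858 lower in the βNACtes IP by a log2 ratio of at least 1, of 9793. How many genes count as higher depends on the scaling. The median log2 ratio before centring was 0.73, and 1.55 when both columns were scaled to TPM. Higher genes were 47.5% of those past the threshold with centring on the median, 70.5% with the deposited values as they are, 55.5% with upper-quartile normalization and 87.6% with TPM scaling, the last chosen after seeing the data. One candidate explanation of the shift is that a few genes take most of the signal of total ribosomes. By value times length, the 10 largest genes took 18.8% of total ribosomes and 6.73% of the βNACtes IP. Without the 100 genes of the largest mean share, and with each column rescaled, the median log2 ratio of the remaining genes was 0.35 against 0.73 before. These genes hold 22.6% of the signal of the βNACtes IP and 41.1% of total ribosomes, and the fall follows from taking these shares out, so the test cannot decide. A first form of the test took the 100 genes of total ribosomes alone and gave 0.07 against 0.75; it was replaced because choosing the genes from 1 column favours that outcome. The counts of higher and lower genes thus cannot be told apart from a choice of scaling.

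Gene length is a second candidate explanation for the spread of ratios. Across 9700 genes, which are not independent replicates, the log2 ratio rose with exonic length (Spearman's rho 0.326, just above the limit of 0.3 set for this test). The median relative log2 ratio was −0.85 for genes of 76 to 636 exonic bp and 1.23 for those of 4723 to 58996 bp. Without a filter on low values rho was 0.255.

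Cytoplasmic ribosomal protein genes had a median relative log2 ratio of −2.74 (93 genes), and mitochondrial ribosomal protein genes, which are nuclear, of −1.80 (72 genes). Both medians lie at percentile 0 of random lists matched on mean expression. For the mitochondrial list, matching also on length shortened the random lists from a median of 1445 to 818.5 exonic bp (783 in the list), and the difference from them shrank from −1.79 to −1.32 at percentile 0. Length thus accounts for part of this difference and not for all of it. For the cytoplasmic list the random lists were already of similar length (983 exonic bp against 909.5), and matching also on length left the difference nearly as it was (−2.01 and −2.03, percentile 0). Mean expression was less well matched: the random lists had a median of 425 FPKM, and 253 FPKM when matched also on length, against 1214 FPKM in the list. When each gene was replaced by one of the 20 genes outside the list nearest in mean expression, the random lists had 1203 FPKM and 869.5 exonic bp, and the difference was −1.52, still at percentile 0. It was −1.68 when accessory gland protein genes were not drawn, and −2.07 when other genes named as seminal proteins were not drawn either, both at percentile 0, so its size depends on which highly expressed genes are drawn. The medians stayed below 0 under the scalings tried: with TPM scaling they were −1.17 and −0.24, and 84 of 93 and 43 of 72 genes were then below 0. Lists matched also on length were limited to genes with a known exonic length, 88 of the 93 cytoplasmic and 70 of the 72 mitochondrial ones. By value times length, these 88 cytoplasmic ribosomal protein genes made up 15.2% of the signal of total ribosomes and 3.46% of the βNACtes IP. As a hypothesis, which the tests of length and expression do not settle, ribosomes carrying βNACtes may hold fewer transcripts of these genes than other testis ribosomes. Ribosomes of other cells in the total extract, free mRNA carried with the ribosome pellet, and the untested technical differences named above remain as explanations.

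Accessory gland protein genes had a median relative log2 ratio of −2.62 (18 genes, percentile 1.12, and 0.67 with lists matched also on length). The list was drawn by gene names and takes in Acp65Aa, which is named for an adult cuticle protein. Without it the median was −2.60 (17 genes, percentile 2.47, and 1.57 with lists matched also on length), and all 17 were below the median of all genes (with TPM scaling 16 of the 18 genes were below 0). Accessory glands are somatic, and the paper reports no gNAC-β in them. Selection of germline ribosomes by the antibody would lower somatic genes against germline markers. The median of germline and spermatocyte markers was 2.61 above that of accessory gland genes. Relative to the median of somatic testis and muscle markers it was −0.31. Only 1 of the 2 comparisons went in that direction, but neither was matched on length. Median exonic length was 577 bp for accessory gland genes, 1946 bp for germline markers and 2613 bp for somatic markers. Against random lists matched on mean expression and length, germline markers were at 0.15 (percentile 65.9) and somatic markers at −0.29 (percentile 24.1). Neither list stood out, so the comparison with somatic markers cannot decide. With genes of a mean of at least 10 FPKM, a filter chosen after seeing the data, germline minus somatic markers was 1.71. Only 6 somatic markers were then left. Under that filter the percentile of the accessory gland genes was 12.9, and it was 22.4 under a filter of 10 FPKM in both columns that was run first and then replaced because it removes genes that fell. The lists matched on mean expression had a median of 457 FPKM against 1598 FPKM in the accessory gland list. Among lists of the genes nearest in mean expression the percentile was 28.5, but 20.8% of these genes were ribosomal protein genes and 7.50% other genes named as seminal proteins. Without ribosomal protein genes it was 7.11, and without both kinds 2.95. For the list without Acp65Aa these percentiles were 38.9, 10.7 and 4.49 in the same order. Genes of the same somatic origin that carry other names may remain among those drawn, so these lists cannot decide between such a selection and a trend of highly expressed genes.

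βNACtes3 and βNACtes6 had relative log2 ratios of −3.09 and −3.25, the lowest of the 5 paralogs, and stayed below 0 under the alternatives run (at most −1.53 and −1.71). Their proteins are nearly identical, so reads could be divided between them differently in the 2 groups. That would raise one and lower the other, and the relative log2 ratio of their summed FPKM was −3.16 against −0.70 for the sum of the other 3 paralogs, a difference of −2.46. Reads shared among all 5 paralogs would leave their sum near other genes of the same length. The log2 ratio of the sum of the 5 was −0.83 relative to the median of 816 genes with 900 to 1100 exonic bp. Of these genes 78.1% lie further than 0.5 from their median, the limit set for this test, and the sum of the 5 is at percentile 32.6 among them, so this test cannot decide. The first test bears only on reads exchanged between βNACtes3 and βNACtes6, not on reads given to βNACtes1, βNACtes2 or βNACtes4. The low values therefore cannot be told apart from reads shared among the 5 paralogs. Library size, GC content and chance between libraries were not tested, and no biological explanation is put forward.

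Among all genes, 48 are listed at 0 in the βNACtes IP and at 10 FPKM or more in total ribosomes, and 59 genes the reverse. CG3420 (102 FPKM in total ribosomes) and CG12034 (63.3 FPKM in the βNACtes IP) are the largest of each kind and were chosen after their values were seen. Overlapping genes are a candidate source of such values, if reads of an overlap were given to one gene in 1 group and to its neighbour in the other. Of the 103 that are in the annotation, 86.4% have exons that overlap another gene, against 37.2% of other genes of the same mean expression, a ratio of 2.32. The overlapping gene is above 0 in the same column for 33 of 41 genes with an overlap that are at 0 in the βNACtes IP (80.5%) and for 40 of 48 in total ribosomes (83.3%), against 69.1% and 68.4% of other overlapping genes of the same mean expression, so this says little. If reads were given to the neighbour, it would be higher in the column of the 0. An overlapping gene was higher there by a relative log2 ratio of at least 1 for 21 of 36 and 23 of 39 genes whose overlapping gene passed the filter (58.3% and 59.0%), against 25.1% and 31.4% of other overlapping genes, ratios of 2.33 and 1.88. The number of overlapping genes and the size of the overlap were not matched. This is consistent with reads given to the neighbour for some of these genes, and a value of 0 is not taken here as absence of a transcript.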

How the results depend on the processing

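No test of a cause was chosen for this part, and the cause of each change below was not tested. Library-size scaling, upper-quartile normalization, no filter on low values, other libraries or no length correction for the abundances, and the measures of identity were chosen before the data were examined, except where a setting is said to be added; the added ones were chosen after seeing the data. No paired analysis was possible because the table holds 1 mean per group. For the same reason the alternatives that need counts of single libraries (other count tests, other thresholds on adjusted p-values, leaving out each library, an estimated correlation between genes) were not run. The length of the longest transcript and a pseudocount of 1 for the abundances were not run. Leaving rRNA and mitochondrial genes out of the TPM sum cannot change a value, as none are listed. Library-size scaling and upper-quartile normalization shift all genes alike and cannot change where a gene list lies among random lists. TPM scaling (added) also shifts all genes nearly alike, apart from low values. Each list kept its direction and its side of the central 95% with it, which is therefore no check.

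From the βNACtes IP libraries the abundances were 5.94 TPM for βNACtes1, 10.3 TPM for βNACtes2, 3.60 TPM for βNACtes3, 19.7 TPM for βNACtes4 and 1.31 TPM for βNACtes6. From all 5 libraries they were 5.34, 6.13, 7.41, 15.7 and 3.05 TPM in the same order. Without length correction the values in total ribosomes were 6.84, 3.13, 13.4, 16.2 and 5.70 CPM. βNACtes4 was highest in each of these settings. The order of the others changed with the βNACtes IP libraries and with all 5 libraries, and was kept without length correction.

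With the deposited values as they are (library size only), 4266 genes were higher and 1788 lower in the βNACtes IP, so that 70.5% of the genes past the threshold were higher against 47.5% relative to the median. With TPM scaling (added) the numbers were 6077 and 857, or 87.6% higher. With a mean of at least 10 FPKM (added) they were 1411 and 1652 of 5472 genes, and without genes that overlap another gene (added) 1667 and 1862 of 6323 genes. The counts stayed within 1.5 times those relative to the median with upper-quartile normalization, without a filter, with a pseudocount of 1 and relative to genes of the same length.

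Among the gene lists, the difference from matched random lists kept its direction and its side of the central 95% in every setting run for ribosomal protein genes (from −2.15 to −1.52) and mitochondrial ribosomal protein genes (from −1.79 to −1.32). Proteasome genes passed outside the central 95% with lists of the genes nearest in mean expression (added, −0.93) and stayed within it in the other settings. Accessory gland protein genes were no longer outside the central 95% with those lists (−0.19, −1.05 when ribosomal protein genes were not drawn and −1.57 when named seminal protein genes were not drawn either) or with a mean of at least 10 FPKM (−0.58). They stayed outside it without Acp65Aa (added, −1.26). With a mean of at least 10 FPKM germline and spermatocyte markers passed above it (1.49), and somatic testis and muscle markers reversed from 0.25 to −0.64. Somatic markers also reversed with lists matched on mean expression and length (−0.29), and germline markers reversed from 0.28 to −0.12 without genes that overlap another gene. Between 6 and 19 markers of a list remained in these settings.

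For single NAC genes the direction of the log2 ratio reversed with TPM scaling for βNACtes1 (0.29), βNACtes4 (0.68) and vas (1.19), and with library size only for vas (0.39). βNACtes2, bic and CG11835 stayed above 0, and βNACtes3, βNACtes6, CG4415 and Nacalpha below 0, in each of 8 settings. The correlation of the ratio with length fell under 0.3 in 1 setting, without a filter on low values.

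The mean pairwise identity per column lowered the identity of the NAC domain to 90.8% for NAC-α, 92.6% for NAC-β, 70.9% for gNAC-α and 47.9% for gNAC-β, and that of the region after the domain of gNAC-β to 43.8%. With 1 sequence per species name the identity was 99.8% for NAC-α, 99.7% for NAC-β and 54.5% for the region after the domain of gNAC-β. Limits widened by 10 residues gave 71.2% for gNAC-α and 98.9% for uncNAC-β. For the region after the domain of gNAC-β, all columns gave 74.1%, the most frequent residue over all sequences 50.8%, and both together (added) 13.4%. The 74.1% leaves gaps out of each column, so a column with a residue in a single sequence counts as 100%. It is therefore no sign of higher conservation. The other identities stayed within the 95% interval. In each of these settings that were run for them, NAC-α exceeded gNAC-α and NAC-β exceeded gNAC-β.

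Of the other values, 65 log2 ratios of single genes moved without a change of direction. The depth of the libraries is unknown, so values near 1 FPKM, such as that of βNACtes6 in the βNACtes IP, have an unknown counting error.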

Differences from the paper's values

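No test was chosen for this part after a result was seen; the settings are those of the preceding part. Values are in TPM of total ribosomes unless another setting is named, and a difference is listed where one value is more than 1.5 times the other. The paper does not name the libraries behind its abundances, so they need not be those of total ribosomes. Its TPM come from Salmon, whereas how reads shared by paralogs were divided for the values used here is unknown. CPM is another measure than TPM, so a CPM value near the paper's in number is no match of the same quantity.

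For βNACtes4 the value was 12.3 TPM against the paper's 19.8 TPM. Each of the alternatives set before the data were examined and run came within 1.5 times of the paper's value: 19.7 TPM from the βNACtes IP libraries, 15.7 TPM from all 5 libraries and 16.2 CPM (counts scaled to library size) without length correction. For βNACtes1 the value was 4.83 TPM against the paper's 7.5 TPM, and the same 3 alternatives gave 5.94 TPM, 5.34 TPM and 6.84 CPM, all within 1.5 times. For βNACtes2 the value was 2.64 TPM against the paper's 7.5 TPM. The βNACtes IP libraries (10.3 TPM) and all 5 libraries (6.13 TPM) came within 1.5 times, and the value without length correction (3.13 CPM) did not. For βNACtes6 the value was 4.51 TPM against the paper's 15.9 TPM, and none of the alternatives set before the data were examined closed the gap. For βNACtes3, 10.6 TPM lies just within 1.5 times of the paper's 15.9 TPM, while the βNACtes IP libraries (3.60 TPM) and all 5 libraries (7.41 TPM) do not. No single setting brought all 5 paralogs within 1.5 times of the paper's values.

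The paper gives equal abundances for βNACtes3 and βNACtes6, and for βNACtes1 and βNACtes2. Here βNACtes3 was 2.35 times βNACtes6 in total ribosomes and 2.75 times in the βNACtes IP, and βNACtes1 was 1.83 and 0.577 times βNACtes2. The paper places βNACtes6 above βNACtes1, whereas here it was below βNACtes1 in total ribosomes (4.51 and 4.83 TPM) and in the βNACtes IP (1.31 and 5.94 TPM). The abundance of the pseudogene βNACtes5 was not analysed here.

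The mean identity per column of the gNAC-β NAC domain was 60.9% against the paper's 38.8%. With the mean pairwise identity per column it was 47.9%, within 1.5 times of the paper's value; the other alternatives set before the data were examined did not come within it. For the region after the domain of gNAC-β the mean was 58.9% against the paper's 8%. The paper's value is for alignments of the whole disordered region, for distinct parts of which the paper gives 50%, whereas 58.9% covers the 165 of 856 columns with less than 50% gaps, so the measures are not the same. None of the alternatives set before the data were examined closed the gap. All columns with gaps counted as mismatches, chosen after seeing the values, came nearest with 13.4%, still more than 1.5 times the paper's value. For the other families the values were within 1.5 times of the paper's, which are 80% for NAC-α, 75.6% for gNAC-α and 69.4% for NAC-β, but the paper places NAC-β below gNAC-α and here its identity was higher (96.0% and 79.0%).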

Other observations

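No test was run for the values in this part, so none was chosen after a result was seen; the genes and species other than NAC genes were chosen after their values were seen, and no explanation was tested.

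The ubiquitous and germinal NAC subunits differ in their balance between the 2 groups. Nacalpha (255.5 FPKM in the βNACtes IP and 641 FPKM in total ribosomes) was 0.566 times bic, the ubiquitous β-subunit (451 and 165 FPKM), in the βNACtes IP and 3.88 times bic in total ribosomes. CG4415, the gNAC-α gene (52.9 and 164 FPKM), was 1.61 times the sum of the βNACtes paralogs in the βNACtes IP and 3.27 times in total ribosomes. In the authors' deposited table the log2 ratio is −1.33 for Nacalpha, 1.45 for bic, −1.63 for CG4415, 3.97 for CG11835 (uncNAC-β) and 0.40 for vas. The value of CG11835 in total ribosomes is 0.245 FPKM, and Nacalpha overlaps exons of Dgkepsilon on the other strand by 32 bp. Dgkepsilon is listed at 41.55 FPKM in the βNACtes IP and at 0 in total ribosomes. Whether reads of this overlap bear on the values of Nacalpha was not tested.

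Among 93 cytoplasmic ribosomal protein genes, whose relative log2 ratios range from −3.82 for RpL10 to 0.63 for RpS28-like, genes with the name of a second copy occur at both ends of the range. RpS28-like was the only gene above the median of all genes (with TPM scaling 84 of the 93 genes were below 0). RpL10Aa followed with −0.01, RpL7-like with −0.54, RpS19b with −0.85 and RpL22-like with −0.97, whereas RpS14b was at −3.50 and RpL34a at −3.44, among the lowest.

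In Data Set S1 the same NAC-α protein of 175 residues is listed for D. robusta and D. vulcana, and likewise the same NAC-β protein of 155 residues. These species are otherwise listed with other proteins of both families. The shared NAC-α protein is identical at 43.4% of aligned positions to the D. melanogaster protein, and the median identity of the D. melanogaster protein to the other NAC-α proteins is 95.8%. For NAC-β the values are 40.8% and 94.1%. The shared proteins reach at most 46.2% and 42.3% identity with any other protein of their family in the alignments.

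The coordinates given for NAC genes of D. elegans and D. gunungcola, which come from different assemblies, are the same for 3 of the 5 families (gNAC-β from 899630 to 904167 in both) and differ by at most 4 bp for the others. The NAC-β proteins are the same, whereas gNAC-β differs at 33 of 265 residues and uncNAC-β at 51 of 782.

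For CG11835 the annotation gives a coding sequence of 795 residues, and the D. melanogaster uncNAC-β of Data Set S1 has 593. For βNACtes4 the lengths are 263 and 255 residues.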
